# Tumor Extracellular Vesicles Aggravate Mitochondrial Damage in Myocardial Ischemia/Reperfusion Injury

**DOI:** 10.1002/advs.202417493

**Published:** 2025-08-11

**Authors:** Zhongting Mei, Qian Liu, Guoxin Liu, Manjie Zhang, Jiaxin Fang, Xuting He, Xueqi He, Zhengwei Qin, Ronghua Liu, Chuang Liu, Hongyu Ji, Yuechao Dong, Ye Yuan, Baofeng Yang, Weijie Du

**Keywords:** cancer, extracellular vesicles, miR‐485‐3p, mitochondrial dysfunction, myocardial ischaemia/reperfusion, percutaneous coronary intervention, PPARGC1A/PGC‐1α

## Abstract

Cancer patients have a higher risk of all types of cardiovascular diseases (CVDs). Cardiologists are encountering a growing number of cancer patients with CVDs, and an increasing number of cancer patients undergoing percutaneous coronary intervention (PCI). The mechanistic link between cancer and CVDs remains elusive. Here, the meta‐analysis shows the increased incidence ratio of all‐cause mortality and cardiovascular (CV) mortality in patients undergoing PCI with cancer compared with non‐cancer. We experimentally demonstrated that cancer aggravated mitochondrial dysfunction and myocardial ischemia/reperfusion (I/R) injury in two models of lung cancer in mice. Plasma extracellular vesicles (EVs) derived from cancer mice exacerbated cardiac I/R injury in vivo and in vitro, while inhibition of tumor EVs secretion by lipid‐coated polyacrylic acid/calcium phosphate nanoparticles delivered a neutral sphingomyelinase inhibitor (GW4869) showed the opposite results. Lung‐specific miR‐485‐3p sponges mediated by Adeno‐associated virus 6 suppress cardiac damage and mitochondrial dysfunction in CC10‐KRAS^G12D^ mice post‐I/R. Mechanistically, PPARGC1A/PGC‐1α is post‐transcriptionally repressed by miR‐485‐3p in cardiomyocytes, leading to the inhibition of mitochondrial complex I subunits and ATP synthesis. Taken together, our findings reveal for the first time that cancer can aggravate cardiac injury and mitochondrial dysfunction by releasing miR‐485‐3p‐enriched extracellular vesicles derived from cancer cells.

## 1 Introduction

Cancer and cardiovascular diseases (CVDs) represent two of the most life‐threatening diseases worldwide, exhibiting overlapping risk factors and shared pathogenic mechanisms^[^ ^1^ ^]^ Several studies have shown that cardiac remodeling and heart failure induced by myocardial infarction or transverse aortic constriction/pressure overload promote tumor growth.^[^ ^2^, ^3^, ^4^ ^]^ There are a number of evidence supporting that chemotherapy and radiotherapy could result in cardiotoxicity.^[^ ^5^ ^]^ However, the occurrence of cardiac wasting in several cancers before starting any anti‐cancer therapy is reported in the clinic.^[^ ^6^, ^7^ ^]^ Notably, recent clinical evidence has reported the prevalence of CVDs in patients with malignancies and demonstrated patients with lung cancer exhibit the highest CVDs burden (43%) across all malignancy types.^[^ ^8^ ^]^ Active cancer or a history of cancer is increasingly prevalent among coronary artery disease patients undergoing percutaneous coronary intervention in real‐world clinical settings. A retrospective analysis revealed a significantly higher incidence rate ratio of all‐cause mortality in patients with cancer compared to those without cancer following percutaneous coronary intervention,^[^ ^9^ ^]^ its effect on cardiovascular (CV) mortality remains controversial. These studies enhance our understanding of the cause‐and‐effect relationship between these two diseases.

Mitochondria serve as the primary energy factories in cells, generating ATP through oxidative phosphorylation. Mitochondria are exceptionally abundant in cardiomyocytes, constituting ≈30% of cell volume, and are strategically positioned between myofibrils and beneath the sarcolemma to efficiently supply ATP for cardiac contraction.^[^ ^10^, ^11^ ^]^ Mitochondrial homeostasis is crucial for maintaining cardiac function.^[^ ^12^ ^]^ In various CVDs, mitochondrial dysfunction plays a central pathogenic role.^[^ ^13^, ^14^ ^]^ Given their central role in disease pathogenesis, targeting the mitochondrial dysfunction axis‐particularly the maladaptive interplay between electron transport chain (ETC) impairment, ROS overproduction, and mitochondrial membrane potential (ΔΨm) collapse represents a promising therapeutic strategy, with strategies focusing on enhancing mitochondrial quality control, reducing oxidative stress, and improving bioenergetics.^[^ ^13^, ^15^, ^16^ ^]^

Extracellular vesicles (EVs) are a heterogeneous group of cell‐derived membranous structures comprising exosomes and microvesicles, which originate from the endosomal system or which are shed from the plasma membrane, respectively.^[^ ^12^, ^17^ ^]^ They are secreted into the extracellular environment by most cell types, where they can be internalized by recipient cells through various uptake mechanisms.^[^ ^18^ ^]^ Extracellular vesicles carry diverse molecular cargoes, including proteins, nucleic acids (DNA and RNA), which play a pivotal role in intercellular communication. These EVs‐derived biomolecules can change the fate of recipient cells by autocrine and paracrine mechanisms. It has been reported that extracellular vesicles from cancer cells effectively remodel distant microenvironments to enhance metastasis in multiple cancer types.^[^ ^19^ ^]^ Extracellular miRNAs are recognized as important mediators of intercellular communications and potential candidates for therapy of disease.^[^ ^20^ ^]^ We have previously uncovered that myocardial infarction (MI) suppresses erastin‐induced ferroptosis by releasing miR‐22‐3p‐enriched exosomes derived from cardiomyocytes.^[^ ^21^ ^]^ However, whether the cancer cells secreted EVs can modulate myocardial ischemia/reperfusion (I/R) injury remains to be yet studied.

We proposed, based on the findings reported by above‐mentioned studies, that cancer aggravates I/R through a remote signal communication mediated by tumor‐derived extracellular vesicles and executed by miRNAs carried by the extracellular vesicles. The goal of our study was to examine our hypotheses with three specific objectives: to explore the effects of lung cancer on I/R injury, to examine if lung tumor‐secreted EVs mediate the connection between tumor and I/R, and to decipher the signaling mechanisms underlying the tumor‐heart interactions in the setting of I/R. Our experimental results indicate that EVs secreted from lung cancer cells play an essential role in aggravating mitochondrial damage thereby promoting I/R injury. MiR‐485‐3p is packaged into extracellular vesicles and transferred from tumor cells to cardiomyocytes, where it downregulates the expression of peroxisome proliferator‐activated receptor gamma coactivator‐1 alpha (PGC‐1α), a critical regulator of the mitochondria and energy metabolism homeostasis.

## 2 Results

### 2.1 Lung Cancer Aggravates Cardiac I/R Injury

Despite the increasing number of cancer patients undergoing PCI, limited data are available on the incidence rate ratios (IRR) of all‐cause and CV mortality in this population, with existing studies reporting inconsistent findings. Therefore, we sought to compare all‐cause mortality and CV mortality outcomes between patients undergoing PCI with versus without a cancer diagnosis (Table S1, Supporting Information). Overall, eight observational studies with available data were included to calculate the IRR for all‐cause and CV mortality (Figure S1, Supporting Information), encompassing ≈63 000 individuals (Table S2, Supporting Information).^[^ ^1^, ^22^, ^23^, ^24^, ^25^, ^26^, ^27^, ^28^ ^]^ Pairwise meta‐analysis demonstrated that cancer patients undergoing PCI had significantly higher rates of both all‐cause mortality (IRR 2.99, 95% CI 2.48 – 3.60, P < 0.001) and CV mortality (IRR 1.66, 95% CI 1.32 – 2.09, P = 0.001) (**Figure** **1**a,b). Risk of bias assessment using the Newcastle‐Ottawa Scale indicated low bias across domains (Table S3, Supporting Information). Heterogeneity was observed (P < 0.05), necessitating the use of a random effects model. Although funnel plots showed slight asymmetry, no significant publication bias was detected (Figures S2 and S3, Supporting Information).

**Figure 1:**
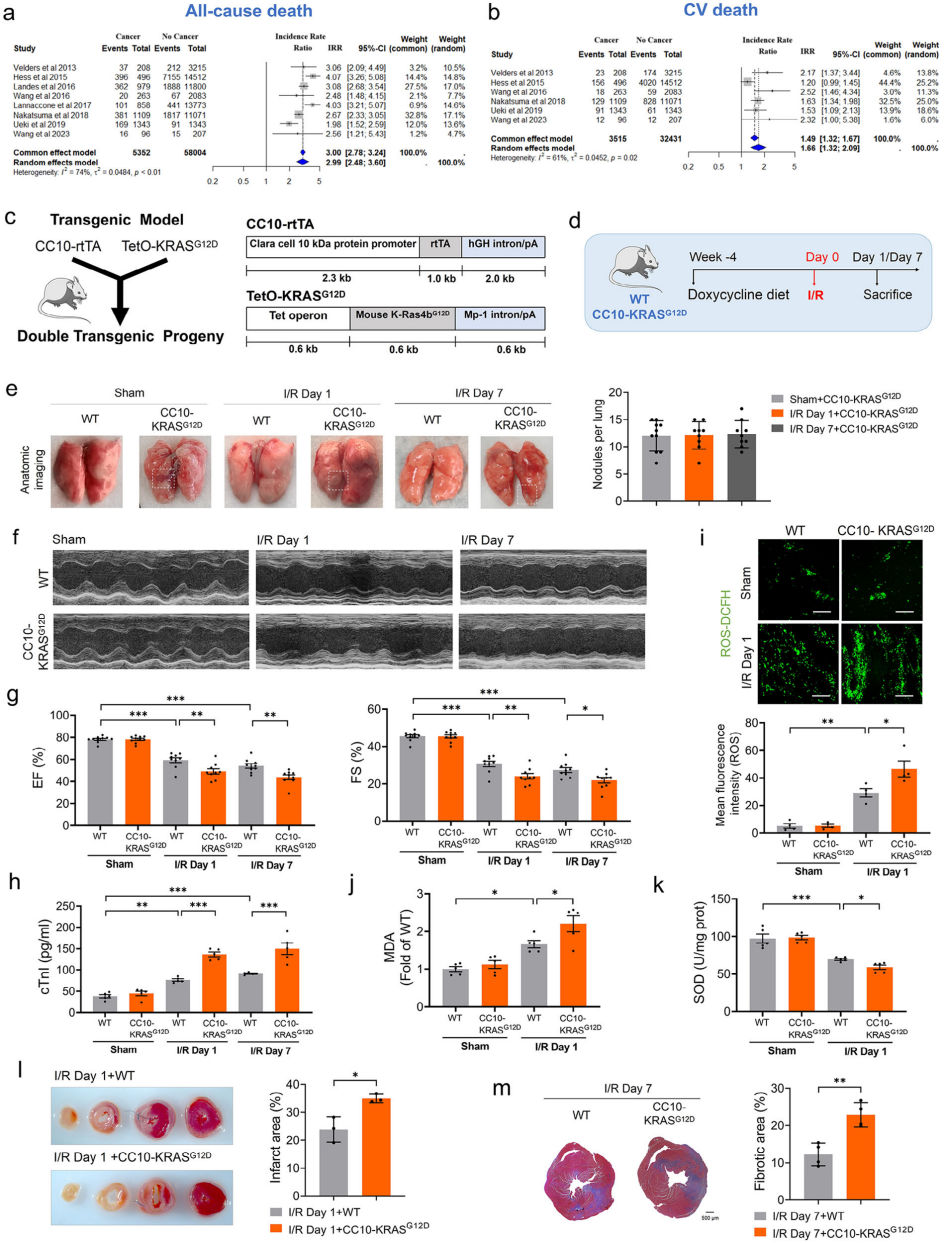
Lung cancer aggravates cardiac I/R injury a,b) Incidence rate ratio of all‐cause and cardiovascular mortality in patients with versus without cancer undergoing percutaneous coronary intervention; c) Generation of plasmid constructs and bitransgenic  mice; d) Schematic presentation on the time‐line of in vivo animal model construction experiment, WT and CC10‐KRAS^G12D^ mice were treated with ≈0.1 mg kg^−1^ doxycycline daily for 4 weeks, the mice were subjected to I/R or sham operation for 1 day or 7 days, respectively; e) Representative images of anatomic imaging of lung and lung tumor statistical data in mice (N = 9‐10/group); f‐g) Representative images of echocardiographs and statistical data on EF%, FS% (N = 9‐10/group); h) Plasma cTnI levels were detected by ELISA assay (N = 5/group); i) Representative images and quantitative results of ROS (Bar: 40 µm) (N = 4/group); j,k) The levels of MDA and SOD were measured by ELISA assay (N = 5/group); l) Infarct area of I/R mice by TTC staining (N = 3/group); m) Representative images of Masson's trichrome‐stained transverse mid slices of LVs 7 days post‐IR and quantification of percent LV fibrosis (Bar: 500 µm) (N = 4/group). Data are expressed as mean ± SEM. ^*^ *p* < 0.05; ^**^ *p* < 0.01; ^***^ *p* < 0.001.

To investigate the effects of the tumor on myocardial ischemia/reperfusion (I/R) injury, we employed a conditional transgenic system wherein lung‐specific tumorigenesis was induced in bitransgenic Tet‐On CC10‐rtTA/(tetO)7‐KRAS^G12D^ (CC10‐KRAS^G12D^) mice through dietary administration of doxycycline. Both wild‐type (WT) and bitransgenic mice were administered doxycycline at a dose of ≈0.1 mg kg^−1^ per day via dietary supplementation for 4 weeks prior to sham or I/R surgery (Figure S4a, Supporting Information). We performed a time series analysis of the CC10‐KRAS^G12D^ mouse heart after 45 min of ischemia followed by reperfusion (24 h or 7 days; Figure 1c,d). No significant differences in lung total tumor burden were observed across experimental groups in the CC10‐KRAS^G12D^‐driven lung cancer mouse model (p > 0.05), thereby ruling out tumor burden as a confounding variable in the study (Figure 1e). H&E staining of major organs (heart, spleen, kidney, brain, liver) revealed no significant histopathological alterations between WT and CC10‐KRAS^G12D^‐driven lung cancer mice, with comparable tissue architecture observed in both groups (Figure S4b, Supporting Information). Echocardiographic assessments at baseline indicated preserved cardiac function in tumor‐bearing mice post‐sham surgery, with left ventricular ejection fraction (EF%) and fractional shortening (FS%) values equivalent to WT controls. However, lung cancer‐bearing mice exhibited the aggravated cardiac dysfunction compared with control mice, as demonstrated by reduced EF% and FS% at day 1 and 7 post‐I/R (Figure 1f,g). In parallel with the increase in LVIDs post‐I/R, LVIDd showed no significant change (Figure S4d, Supporting Information). No significant alterations in heart weight‐to‐body weight ratio were observed in lung cancer‐bearing mice as compared to the WT non‐cancer mice following sham or I/R operation (Figure S4e,f, Supporting Information). We next measured the plasma cardiac troponin I (cTnI) levels to investigate the tumor‐mediated potentiation on cardiac injury. As shown in Figure 1h, I/R on day 1 increased plasma cTnI levels in WT non‐cancer mice, with a much more pronounced elevation observed in lung cancer‐bearing counterparts. A similar trend was observed after extending the time to 7 days. Additionally, lung tumor‐bearing mice exhibited a marked elevation in oxidative stress compared to non‐tumor controls 1 day post‐I/R, as manifested by increased cardiac tissue of reactive oxygen species (ROS) and malondialdehyde (MDA) levels, and decreased speroxide dismutase (SOD) activity (Figure 1i–k). Moreover, a larger infarct size was observed in cancer‐bearing mice than in non‐cancer controls at day 1 after I/R (Figure 1l). Masson's trichrome staining analysis revealed markedly increased cardiac fibrosis area in lung cancer‐bearing mice compared with control mice at day 7 after I/R, whereas no significant fibrosis was observed in the heart of lung cancer‐bearing mice and non‐cancer controls after sham operation (Figure 1m; Figure S4c, Supporting Information).

To further corroborate these findings, an orthotopic transplantation of mouse Lewis lung carcinoma was established prior to I/R surgery (Figure S5a, Supporting Information). Tumor development was confirmed (Figure S5b, Supporting Information). Consistently, lung cancer‐bearing mice subjected to I/R (24 h) showed more severe cardiac damage and worse cardiac function than non‐cancer mice after I/R (Figure S5c–e, Supporting Information). We next examined the plasma lactate dehydrogenase (LDH) and cTnI levels to investigate the role of tumor on cardiac injury. As anticipated, lung cancer‐bearing mice exhibited higher levels of plasma LDH and cTnI than those in non‐cancer controls after I/R (Figure S5f,g, Supporting Information). Parallelly, lung tumor‐bearing mice subjected to I/R exhibited significantly higher ROS production and MDA levels, along with lower SOD levels, compared to non‐tumor mice after I/R (Figure S5h–j, Supporting Information). HW/BW ratio and body weight were unchanged in lung cancer‐bearing mice compared to non‐cancer mice (Figure S5k,l, Supporting Information). These results suggest that lung cancer aggravates cardiac I/R injury in vivo.

### 2.2 Extracellular Vesicles from the Mice Bearing Lung Tumor Augments Cardiac I/R Injury

The observations presented above prompted us to investigate the mechanisms underlying the detrimental effects of lung cancer on cardiac I/R injury. Extracellular vesicles containing various constituents (protein, DNA, RNA etc.) secreted by cells are taken up by distant cells, where they may affect cellular function and behavior.^[^ ^29^ ^]^ To determine whether plasma EVs from lung cancer‐bearing mice could exacerbate I/R injury, we isolated plasma EVs from cancer‐bearing and non‐cancer mice by ultra‐centrifugation and examined them using electron microscopy (**Figure** **2**a). The Nanoparticle tracking analysis (NTA) was performed to characterize EVs morphology and size distribution. The analysis revealed a particle concentration of 2.07 × 10^10^ particles mL^−1^ for EVs from non‐cancer mice (N‐EVs) and 3.09 × 10^10^ particles mL^−1^ for cancer‐derived EVs (C‐EVs) (Figure 2b). No significant difference was observed in the average diameter of spherical vesicles between N‐EVs (124.5 nm) and C‐EVs (139.8 nm), both falling within the typical size range for extracellular vesicles (Figure 2c). To investigate the effects of plasma EVs on cardiac I/R injury, mice was received intravenous injections of either N‐EVs or C‐EVs (4 × 10⁹ particles) via the tail vein every other day prior to I/R surgery.^[^ ^30^ ^]^ Control animals received equal volumes of PBS following the same regimen. Mice were subjected to cardiac I/R surgery following tail vein injection of PBS, N‐EVs and C‐EVs (Figure 2d). We next performed immunofluorescence staining to determine whether EVs (4 × 10^9^ particles) could be utilized by cardiac tissue, and the result showed that EVs can still retain within the heart at 48 h after tail intravenous injection (Figure 2e). Echocardiography analyses demonstrated that C‐EVs treatment exacerbated cardiac dysfunction induced by I/R compared with N‐EVs‐treated mice. Intriguingly, in sham‐operated mice, C‐EVs administration alone induced marked cardiac dysfunction compared to both N‐EVs and PBS‐treated controls (Figure 2f,g). We then observed that C‐EVs treatment aggravated cardiac injury as reflected by increased plasma levels of cTnI and LDH as compared to the N‐EVs‐treated mice of either sham or I/R operation (Figure 2h,i). Also, we observed a remarkable increase in ROS production and MDA level, and a striking reduction in SOD level in C‐EVs‐treated mice compared to N‐EVs treatment with and without I/R (Figure 2j–l). Parallelly, the infarct size was larger in I/R mice receiving C‐EVs compared to those receiving N‐EVs (Figure 2m). In addition, Immunohistochemical staining revealed no statistically significant differences in the expression of either CD68 or Ly‐6G between the C‐EVs‐treated mice and the N‐EVs‐treated mice, suggesting that tumor‐derived EVs may exacerbate cardiac injury through mechanisms independent of cardiac‐resident immune cells in I/R model (Figure S6, Supporting Information). Collectively, the above obtained results indicate that EVs derived from mice bearing lung tumor exacerbate cardiac injury post I/R.

**Figure 2:**
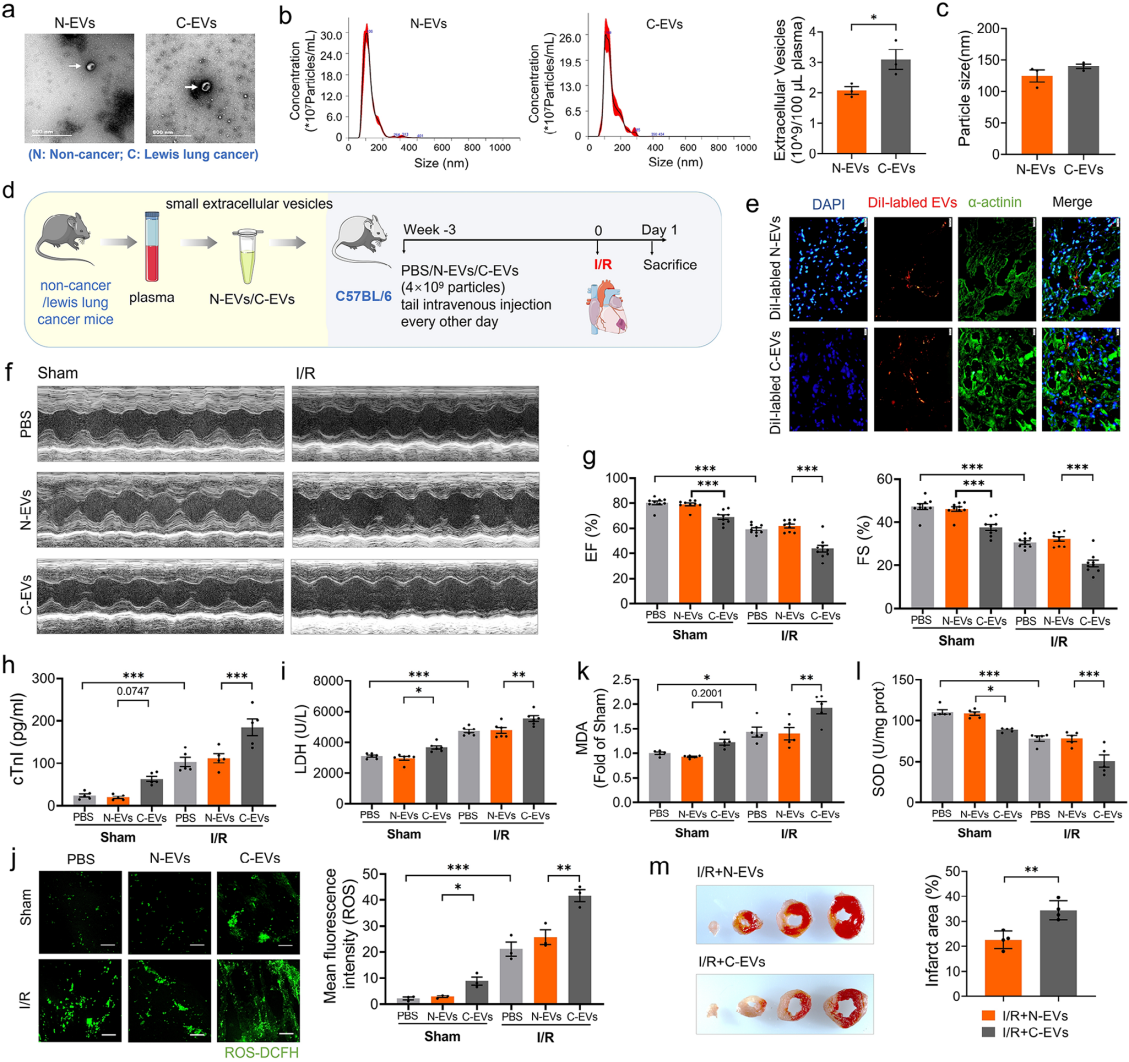
Extracellular vesicles from the mice bearing lung tumor augments cardiac I/R injury a) Extracellular vesicles morphology was characterized by TEM in isolated from mouse plasma (N‐EVs: Non‐cancer‐EVs, C‐EVs: Lung cancer‐EVs); b,c) Particle size distribution was determined by nanosight tracking analysis (N = 3/group); d) Schematic presentation on the time‐line of in vivo EVs tail intravenous injection experiment, mice were inoculated with an equal number of N‐EVs or C‐EVs (4 × 10^9^ particles) every other day prior to the establishment of either Sham or I/R mouse models; e) Immunofluorescence imaging confirmed that EVs were retained within the heart by tail intravenous injection of DiI‐labelled N‐EVs /C‐EVs for 48 h (Bar: 20 µm); f,g) Representative images of echocardiographs and statistical data on EF%, FS% (N = 9/group); h,i) Plasma LDH and cTnI levels were detected by ELISA assay (N = 5‐6/group); j) Representative images and quantitative results of ROS using ROS fluorescence staining (Bar: 40 µm) (N = 3/group); k,l) The levels of MDA and SOD were measured by ELISA assay (N = 5/group); m) Infarct area of I/R mice by TTC staining (N = 4/group). Data are expressed as mean ± SEM. ^*^ *p* < 0.05; ^**^ *p* < 0.01; ^***^ *p* < 0.001.

### 2.3 Inhibition of Tumor EVs Secretion Suppress Cardiac Injury in I/R Mouse Model

Next, we asked ourselves whether blocking EVs release from lung tumor‐bearing mice could alleviate cardiac I/R injury. To answer this question, we employed GW4869 – a neutral sphingomyelinase inhibitor known to inhibit EVs secretion and vesicle trafficking in vivo.^[^ ^31^ ^]^ Our previous reports have shown that lipid‐coated polyacylic acid/calcium phosphate nanoparticles (PAA/CaP NPs), a new dual pH‐responsive drug delivery system for targeted cancer chemotherapy,^[^ ^32^ ^]^ were used as a GW4869 delivery vehicles for cancer (**Figure** **3**a). PAA/CaP NPs showed a uniform spherical shape with an average diameter of 175 ± 10 nm as confirmed by TEM and scanning electron microscopy (SEM) (Figure S7a, Supporting Information). Elemental mapping analysis, X‐ray photoelectron spectroscopy (XPS), fourier transform infrared (FTIR) and energy dispersive X‐ray (EDX) spectroscopy were performed to characterize the surface chemical composition of the PAA/CaP NPs (Figure S7b–g, Supporting Information). The elemental mapping results demonstrated a homogeneous distribution of elements throughout the PAA/CaP NPs. Collectively, these analyses confirmed the successful synthesis of PAA/CaP NPs. UV‐Vis absorption spectra revealed a characteristic absorption peak of GW4869 at 350 nm. Compared with free GW4869 solution, the GW4869 was effectively loaded into the PAA/CaP NPs (Figure 3b). Additionally, the change in zeta potential further confirmed the successful loading of GW4869 onto the PAA/CaP NPs (Figure 3c). PAA/CaP NPs exhibit pH‐responsive behavior, maintaining stability at physiological pH while dissolving rapidly under acidic conditions, thereby facilitating drug release.^[^ ^32^ ^]^ As shown in Figure 3d, PAA/CaP NPs remain stable in neutral phosphate buffered saline (PBS), which is similar to the normal tissue environment (pH 7.4), whereas the cumulative drug release amount attains 83.92% at mildly acidic environment (pH 5.0), which is similar to the extracellular pH of tumors. To track nanoparticle distribution, the hydrophilic fluorescent dye Cy5.5 was conjugated to the PAA/CaP NPs. Fluorescence emission spectrum analysis revealed that Cy5.5 exhibited strong fluorescence intensity centered ≈700 nm, and it successfully labeled PAA/CaP NPs with high efficiency (Figure S7h, Supporting Information). WT and CC10‐KRAS^G12D^ mice were intravenously injected with PAA/CaP NPs‐Cy5.5. Chemiluminescence imaging at 6 h post‐injection revealed that PAA/CaP NPs‐Cy5.5 exhibited superior lung tumor targeting than other organs in CC10‐KRAS^G12D^ mice compared with WT mice (Figure 3e). To inhibit extracellular vesicles biogenesis, GW4869@PAA/CaP NPs (1 mg kg^−1^ GW4869) were administered via tail vein injection, with PAA/CaP NPs alone serving as the control. After 24 h, I/R model was established (Figure 3f). No significant difference in total tumor burden was observed between the two groups (Figure 3g). GW4869 is a noncompetitive inhibitor of neutral sphingomyelinase (nSMase), which catalyzes the cleavage of sphingomyelin to phosphorylcholine and ceramide. This process is essential for the formation and release of extracellular vesicles from cells. Inhibition of nSMase has been demonstrated to suppress the release of EVs from cells.^[^ ^33^ ^]^ The nSMase expression of lung tumor tissue was decreased by GW4869@PAA/CaP NPs as compared with PAA/CaP NPs under the I/R‐operated conditions in CC10‐KRAS^G12D^ mice, there was no significant change in the expression level of nSMase in other organs (Figure 3h; Figure S8, Supporting Information). Cardiac contractile dysfunction was restored in GW4869@PAA/CaP NPs treated mice under the I/R‐operated conditions (Figure 3i). Consistently, the tumor‐targeted inhibition of EVs secretion also abrogated I/R‐induced injury, as indicated by decreased LDH release (Figure 3j), cTnI levels (Figure 3k), and ROS accumulation (Figure 3l). Together, these results demonstrate that lung cancer‐derived EVs aggravate cardiac injury.

**Figure 3:**
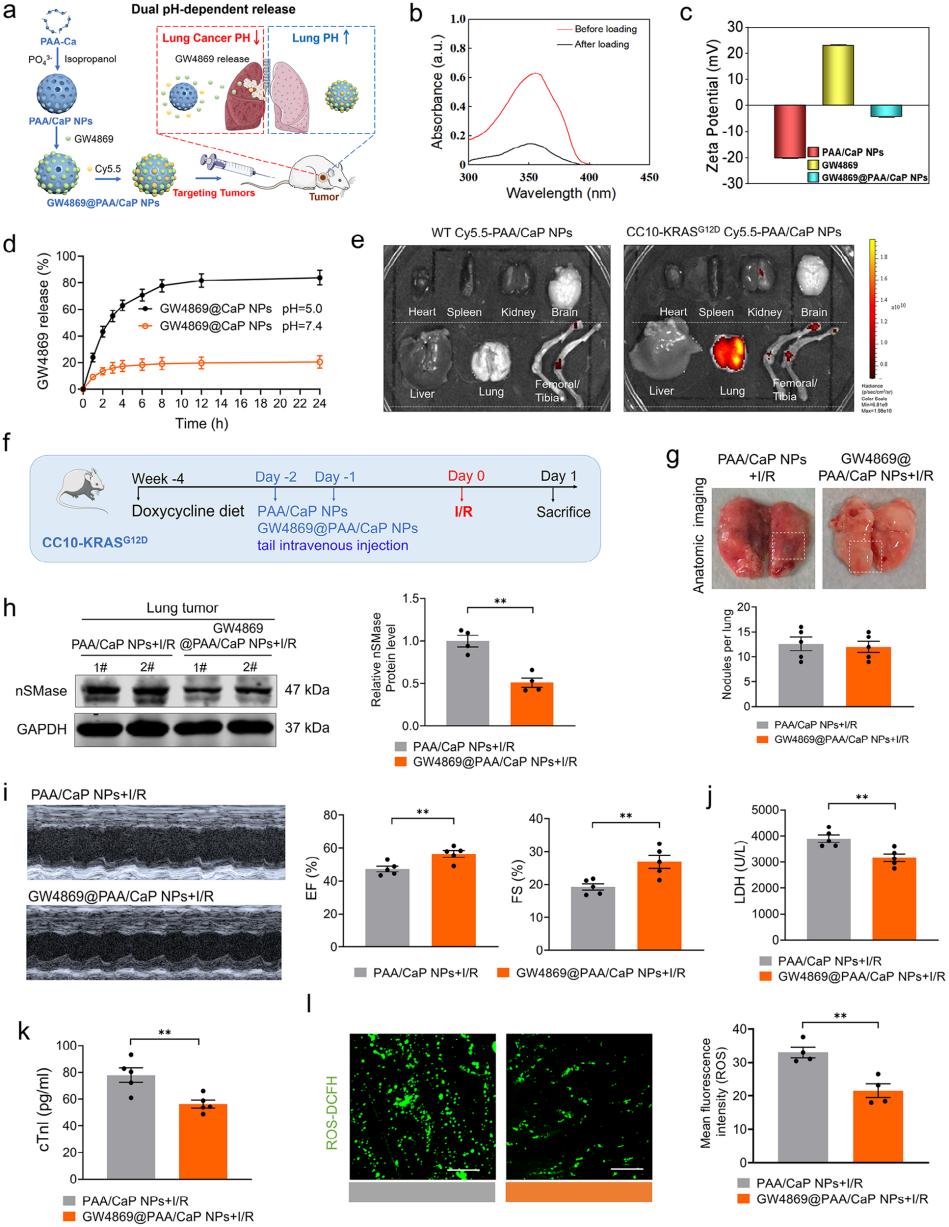
Inhibition of tumor EVs secretion suppress cardiac injury in I/R mouse model a) Schematic illustration of the synthetic strategy for the GW4869@PAA/CaP NPs as dual pH‐responsive drug carriers for targeting tumor therapy in vivo; b) UV‐vis absorption spectra of GW4869 solutions before (red curve) and after (black curve) loading with PAA/CaP NPs; c) The zeta potential of PAA/CaP NPs, GW4869 and GW4869@PAA/CaP NPs; d) The release experiment of GW4869@PAA/CaP NPs in vitro; e) GW4869@PAA/CaP NPs were intravenously injected into the mice (WT and CC10‐KRAS^G12D^). Respective bioluminescence images of heart, spleen, kidney, brain, liver, lung and femoral/tibia in 6 h; f) Schematic presentation on the time‐line of in vivo targeted inhibition of extracellular vesicles secretion experiment, GW4869@PAA/CaP NPs (GW4869 1 mg kg^−1^) were administered to CC10‐KRAS^G12D^ mice twice via the tail intravenous injection with an interval of 24 h. The same amounts of PAA/CaP NPs were treated as control. After 24 h, the mice were subjected to I/R operation for 1 day; g) Representative anatomic images and statistics analysis of lung tumors (N = 5/group); h) Quantification and representative images for nSMase of lung tumors by western blot (N = 4/group); i) Representative images of echocardiographs and statistics analysis of EF% and FS% after different treatments (N = 5/group); j,k) Plasma LDH and cTnI levels were detected by ELISA assay (N = 5/group); l) Representative fluorescent images of the intracellular ROS in cultured cardiomyocytes after different treatments (N = 4/group, Bar: 40 µm). Data are expressed as mean ± SEM. ^**^ *p* < 0.01; ^***^ *p* < 0.001.

### 2.4 EVs Treatment Promotes Cardiomyocyte Death In Vitro

To elucidate the direct detrimental action of lung tumor on cardiac damage, we co‐cultured TC‐1 cells or LLC cells with mouse neonatal cardiomyocytes under normoxia or hypoxia/reoxygenation (H/R) conditions in vitro (**Figure** **4**a). The results showed that cardiomyocytes co‐cultured with LLC cells exhibited significantly higher levels of reactive ROS generation, cTnI release, and LDH release compared to those co‐cultured with TC‐1 cells, under both normoxia and H/R conditions (Figure 4b–d). Additionally, co‐culture with LLC cells significantly reduced cardiomyocyte viability compared to TC‐1 cells, regardless of H/R treatment (Figure 4e). Next, we investigated the effects of Lung cancer‐derived EVs on cardiomyocytes injury. To this end, plasma EVs were isolated from WT and CC10‐KRAS^G12D^ mice and co‐cultured with mouse neonatal cardiomyocytes under H/R condition (Figure 4f). The immunofluorescence staining indicated that DiI‐labeled EVs were internalized by cardiomyocytes within 12 h (Figure 4g). We observed a significant increase in ROS generation in cardiomyocytes incubated with CC10‐KRAS^G12D^‐EVs compared to WT‐EVs under H/R conditions (Figure 4h). To determine whether EVs directly induced metabolic alterations in cardiomyocytes under H/R conditions, mouse neonatal cardiomyocytes were treated with EVs for 24 h. CC10‐KRAS^G12D^‐EVs induced cardiomyocyte metabolism damage under H/R conditions, as demonstrated by significant decreases in mitochondrial Δψm, adenosine 5′ trisphosphate (ATP) synthesis, and cell viability (Figure 4i–k). Furthermore, N‐EVs or C‐EVs were isolated and co‐cultured with mouse neonatal cardiomyocytes under both normoxia and H/R conditions, and these results showed that EVs derived from tumor cells could efficiently fuse with cardiomyocytes, as determined by immunofluorescence staining (Figure S9a,b, Supporting Information). Consistently, similar results were verified by ROS staining, LDH staining, and cell activity assay (Figure S9c–e, Supporting Information). These data show that lung tumor‐secreted plasma EVs promote cardiomyocyte injury.

**Figure 4:**
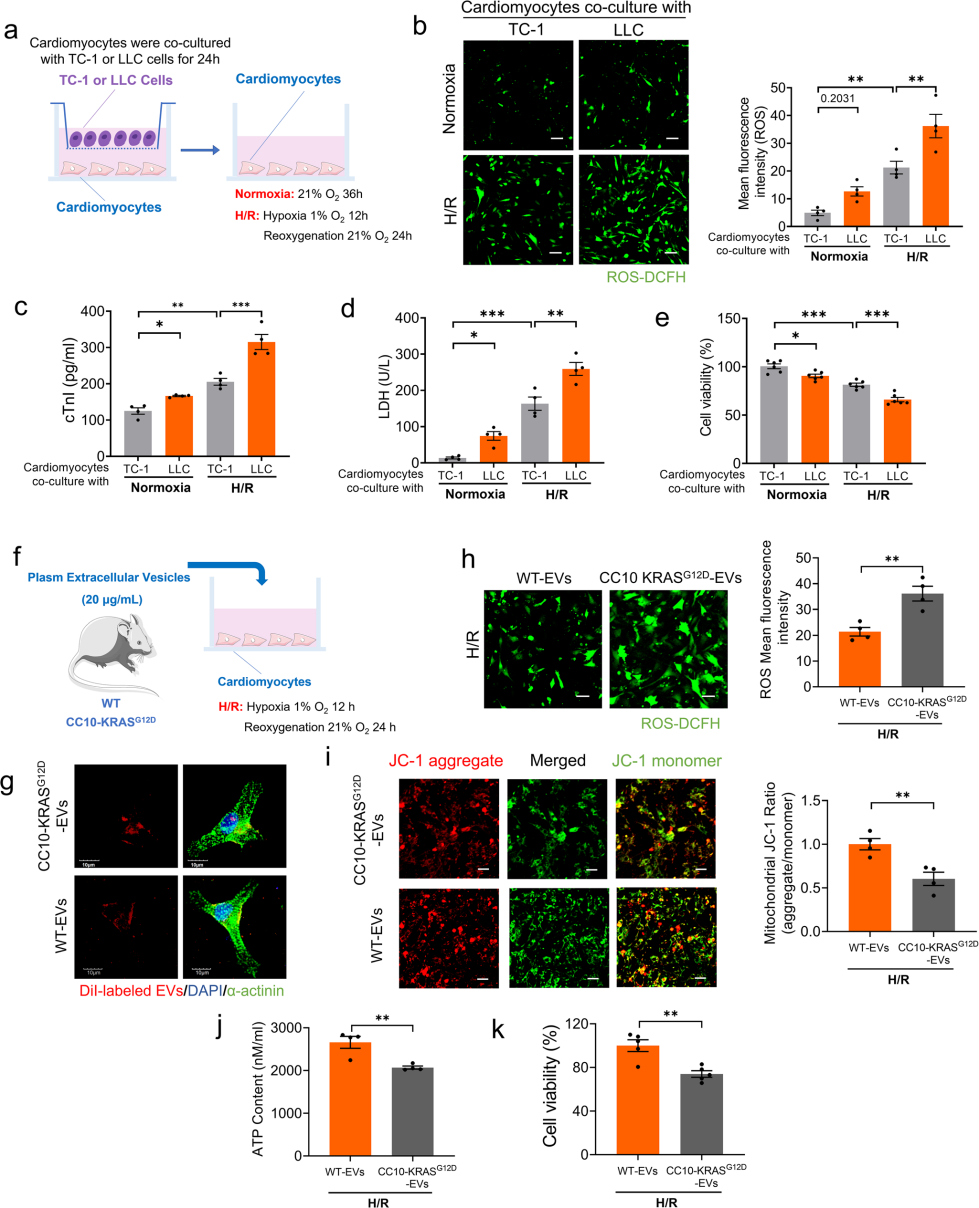
EVs treatment promotes cardiomyocyte death in vitro a) Schematic presentation on the time‐line of cells co‐cultured, after cardiomyocytes were co‐cultured with TC‐1 or LLC cells for 24 h, part of the cells were treated with hypoxia for 12 h and reoxygenation for 24 h; b) Representative images and quantitative results of ROS levels detected by ROS fluorescence staining (N = 4/group, Bar: 40 µm); c,d) Plasma LDH and cTnI levels were detected by ELISA assay (N = 4/group); e) Cardiomyocyte viability was detected by CCK‐8 assay (N = 6/group); f) The schematic plot of cardiomyocytes cultured with plasma EVs (20 µg/mL) from WT and CC10‐KRAS^G12D^ mice; g) Representative images of immunofluorescence co‐staining showing the uptake of WT‐EVs/CC10‐KRAS^G12D^‐EVs by cardiomyocytes after co‐culturing with Dil‐labelled EVs for 24 h (N = 6/group, Bar: 20 µm). h) Representative images and quantitative results of ROS levels detected by ROS fluorescence staining (N = 4/group, Bar: 40 µm); (i) Mitochondrial membrane potentials detected by JC‐1 staining (Bar: 40 µm) (N = 4/group); j) ATP content was measured by ATP assay (N = 4/group); k) Cardiomyocyte viability was detected by CCK‐8 assay (N = 5/group). Data are expressed as mean ± SEM. ^*^ *p* < 0.05; ^**^ *p* < 0.01; ^***^ *p* < 0.001.

### 2.5 Lung Cancer Cells‐Derived EVs Derived miR‐485‐3p Promote Cardiac I/R Injury

EVs can fuse with the cytoplasm of target cells to perform regulatory functions.^[^ ^34^ ^]^ Small RNAs are major regulatory components of EVs, we therefore analyzed small RNA contents in plasma EVs derived from cancer versus non‐cancer mice (**Figure** **5**a; Figure S10, Supporting Information). To explore the mechanism underlying cardiac injury‐promoting effect of lung cancer derived EVs, we employed Small RNA expression array to profiling miRNA expression in EVs. 

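Plasma EVs were profiled in 3 samples from non-cancer mice and 3 samples from mice bearing tumors of LLC cells (Lewis lung carcinoma, a mouse lung cancer line), with 1 array per sample. RNA ends were labeled with a single dye, Cy3, and hybridized to a mouse small RNA array, on which each spot carries a DNA probe and the brightness of the spot measures the bound RNA. The authors extracted spot signals with Feature Extraction 11.0.1.1, and the deposited intensity of each spot is background-subtracted but not normalized between arrays. All 6 arrays came from 1 scan. Each array held 14692 non-control spots. Of these, 9709 probes have identifiers with the letters MIRNA, 2716 with PST and 1767 with TRF, and 50 further probes, on 10 spots each, target mRNAs. The files do not pair these small RNA identifiers with the names of miRNAs or pre-miRNAs, nor say which series holds the pre-miRNAs, so values are given per probe and per identifier series. The median signal of non-control spots was 28.9, 24.7 and 42.9 on the arrays of non-cancer-EVs 1, 2 and 3, and 26.1, 44.4 and 33.9 on those of cancer-EVs 1, 2 and 3. These medians were between 20.6 and 42.1 times the median of the 77 negative control spots of the same array. Between 89.7% and 98.3% of the non-control spots were well above background, no spot was saturated, and 19 to 25 spots per array carried an outlier mark and were left out. The number of arrays limits the precision. Signals were quantile normalized between the arrays, as in the paper's methods, set to at least 1 and converted to log2. Probes well above background on at least 3 of the 6 arrays were tested with limma. Across the probes tested, Pearson r between arrays was 0.977 to 0.992 within non-cancer-EVs, 0.978 to 0.986 within cancer-EVs and 0.952 to 0.991 between the groups, so the range between the groups overlapped both ranges within a group. Probes are not independent replicates. For 4 of the 6 arrays, the 3 non-cancer-EVs and cancer-EVs 2, the array with the highest r was of the same group. The pair with the highest r, non-cancer-EVs 2 and 3 (r = 0.992), were also the only arrays in row 2 of the slide. Their closeness therefore cannot tell the group from the place on the slide. The array closest to cancer-EVs 1 was non-cancer-EVs 2 (r = 0.984), and the array closest to cancer-EVs 3 was non-cancer-EVs 3 (r = 0.991).

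**Figure D1:**
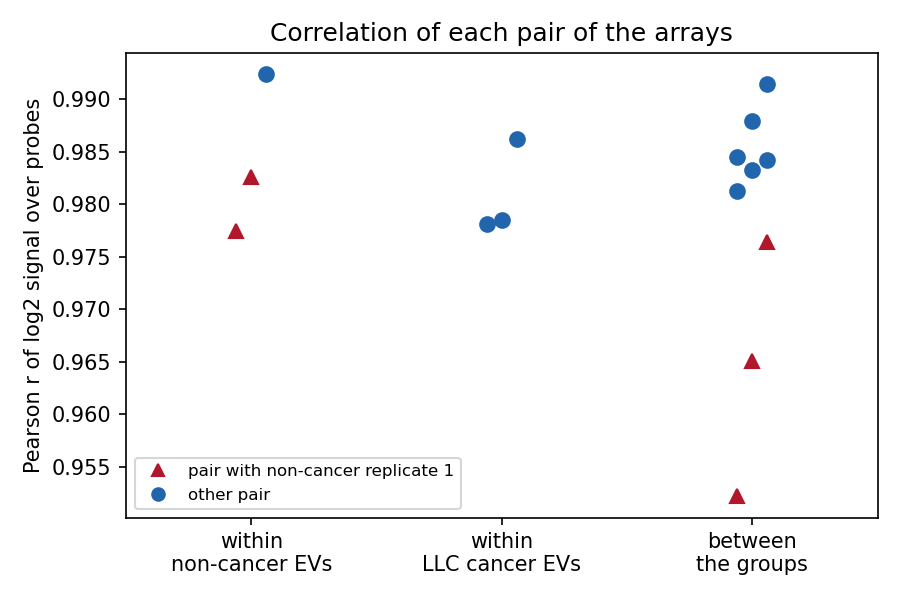
Pearson r of the log2 quantile-normalized signal over the probes tested, for each pair of arrays, within non-cancer-EVs, within LLC cancer-EVs and between the groups. Each point is 1 pair, and triangles mark pairs with non-cancer-EVs 1. The lowest r, 0.952, is that of non-cancer-EVs 1 with cancer-EVs 2.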

The results revealed that 20 pre‐miRNAs (Figure 5b) and 38 miRNAs (Figure 5c) were differentially expressed (FC > 1.4, p‐value < 0.05) in the lung cancer‐derived EVs compared with EVs from the non‐cancer group. Of those, 6 conserved small RNAs across species including pre‐miR‐21c, pre‐miR‐874, pre‐miR‐324, miR‐34b‐3p, miR‐485‐3p, and miR‐155‐3p were chosen as candidates for quantitative validation using qRT‐PCR. 

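Of the 9352 MIRNA probes tested with limma, 304 were higher and 136 were lower in cancer-EVs than in non-cancer-EVs at an unadjusted p below 0.05 and a fold change above 1.4, which is 4.70% of the probes. These are counts of probes, whereas the analysis in Fig. S10a averaged the probes of each small RNA. An unadjusted p below 0.05 was reached by 615 MIRNA probes (6.58%), where 5% would be reached with no difference between the groups. After Benjamini-Hochberg adjustment over the MIRNA probes, limma called 0 at 0.05, and the smallest adjusted p was 0.295. With the replicate number as a block it called 6, or 5 with the adjustment over all series together. The methods' t-test on the same values gave 106 higher and 86 lower MIRNA probes at the same cutoffs, 492 at an unadjusted p below 0.05 and 0 after adjustment. Another background correction, normexp with an offset of 50 on spot medians, was chosen after seeing the data. Its offset shrinks the fold changes of dim probes by construction. In limma this correction left 68 MIRNA probes higher and 84 lower, and 1 had an adjusted p below 0.05. The count at an unadjusted p below 0.05 changed little, to 591. By fold change alone, 267 were higher and 117 lower past 1.4-fold, against 745 and 215 without this correction. The drop at both cutoffs therefore went mainly with smaller fold changes. With each array left out in turn, the MIRNA probes past both cutoffs numbered between 282, without non-cancer-EVs 1, and 766, without cancer-EVs 3. Of all alternatives the row of the slide as a block, chosen after seeing the data, moved the count most, to 1681; it sets the cancer-EVs against non-cancer-EVs 1 alone. In the PST series 69 probes were higher and 59 lower of 2688 tested, and in the TRF series 44 were higher and 40 lower of 1714, again with 0 at an adjusted p below 0.05 in limma and in the methods' t-test. At an unadjusted p below 0.05 there were 227 PST and 105 TRF probes in limma. Without cancer-EVs 1, limma called 17 TRF probes at an adjusted p below 0.05, and 0 with the adjustment over all series together.
Among MIRNA probes past both cutoffs, well above background on all 6 arrays and with no overlap between the groups, the largest rise was that of ASMM10SMR20MIRNA100008515TV1. Its log2 signal was 8.96 ± 0.88 (SD, n = 3) in cancer-EVs and 6.16 ± 0.93 (SD, n = 3) in non-cancer-EVs, a log2 fold change of 2.80 (standard error 0.54, adjusted p = 0.295 from limma with Benjamini-Hochberg adjustment). ASMM10SMR20MIRNA100008513TV1 followed with a log2 fold change of 2.77 (standard error 0.52, the same adjusted p of 0.295). The largest fall was that of ASMM10SMR20MIRNA100009058TV1, from 10.02 ± 0.67 (SD, n = 3) in non-cancer-EVs to 7.95 ± 1.09 (SD, n = 3) in cancer-EVs, a log2 fold change of -2.07 (standard error 0.54, limma adjusted p = 0.413). ASMM10SMR20MIRNA100009056TV1 had a log2 fold change of -1.89 (standard error 0.46, limma adjusted p = 0.388). Both rises have nearby identifiers and similar signals on each array, and so do both falls. The probes of each pair may therefore measure the same RNA, which was not tested. With each array left out in turn, the log2 fold change of ASMM10SMR20MIRNA100008515TV1 stayed between 2.30 and 3.18 and that of ASMM10SMR20MIRNA100009058TV1 between -2.71 and -1.69. The named probes were picked on these same 6 arrays for large changes without overlap, so leaving out an array could hardly reverse their direction. Over all MIRNA probes tested, the groups did not overlap for 1178 (12.6%), where chance gives 10% for 3 arrays against 3. The paper takes the small RNAs past the p and fold change cutoffs of its methods as those that differ between cancer-EVs and non-cancer-EVs.

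**Figure D2:**
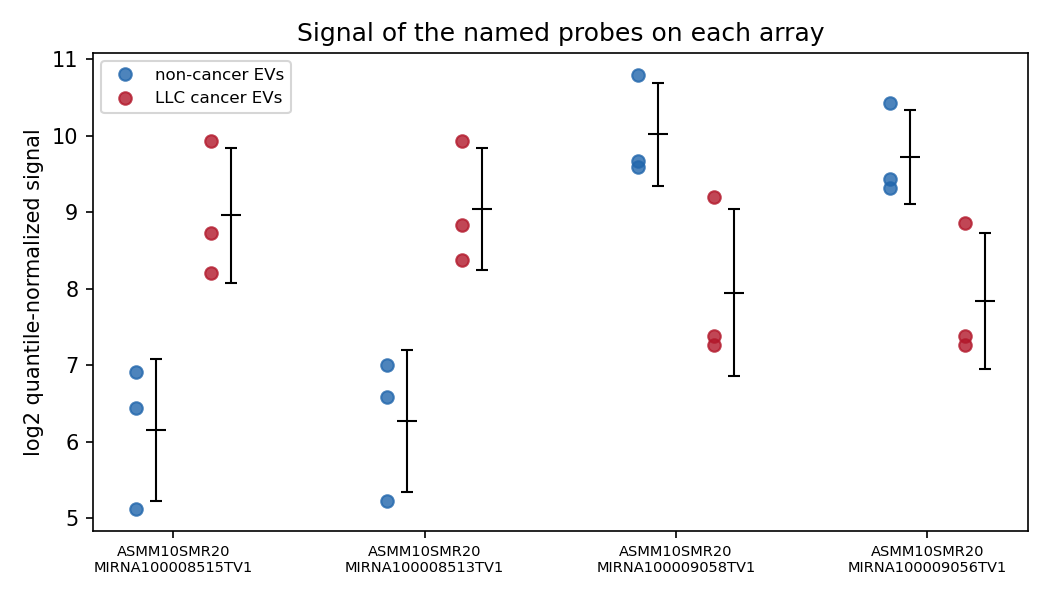
Log2 quantile-normalized signal of the 4 named probes on each array, in non-cancer-EVs and LLC cancer-EVs. Points are single arrays, and bars show the mean and SD of 3 arrays. ASMM10SMR20MIRNA100008515TV1 has means of 6.16 in non-cancer-EVs and 8.96 in cancer-EVs.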

The results demonstrated that the expression of pre‐miR‐21c, pre‐miR‐874, miR‐485‐3p, and miR‐155‐3p were significantly higher in both cancer‐EVs and CC10‐KRAS^G12D^‐EVs than in non‐cancer‐EVs and WT‐EVs (Figure 5d,e). Further investigation revealed that levels of pre‐miR‐21c, miR‐34b‐3p, miR‐485‐3p, and miR‐155‐3p were significantly elevated in CC10‐KRAS^G12D^ tumor tissues than in WT lung tissue controls (Figure 5f). Besides, the baseline levels of pre‐miR‐21c and miR‐485‐3p were the most abundant ones in both cancer‐EVs and CC10‐KRAS^G12D^‐EVs compared with others (Figure 5g,h). In addition, the observation that hsa‐miR‐485‐3p is elevated specifically in lung adenocarcinoma (LUAD) and thyroid carcinoma, but not in the other 31 tumors analyzed in the Cancer Genome Atlas (TCGA) miRNome (https://bioinfo.jialab-ucr.org/CancerMIRNome/) database, suggests a potential tissue‐ or cancer type‐specific role for this miRNA (Figure S11, Supporting Information; Figure 5i). Consistently, plasma hsa‐miR‐485‐3p level is remarkably increased in lung cancer patients compared with the patients with non‐cancerous lung disease (Figure 5j).

**Figure 5:**
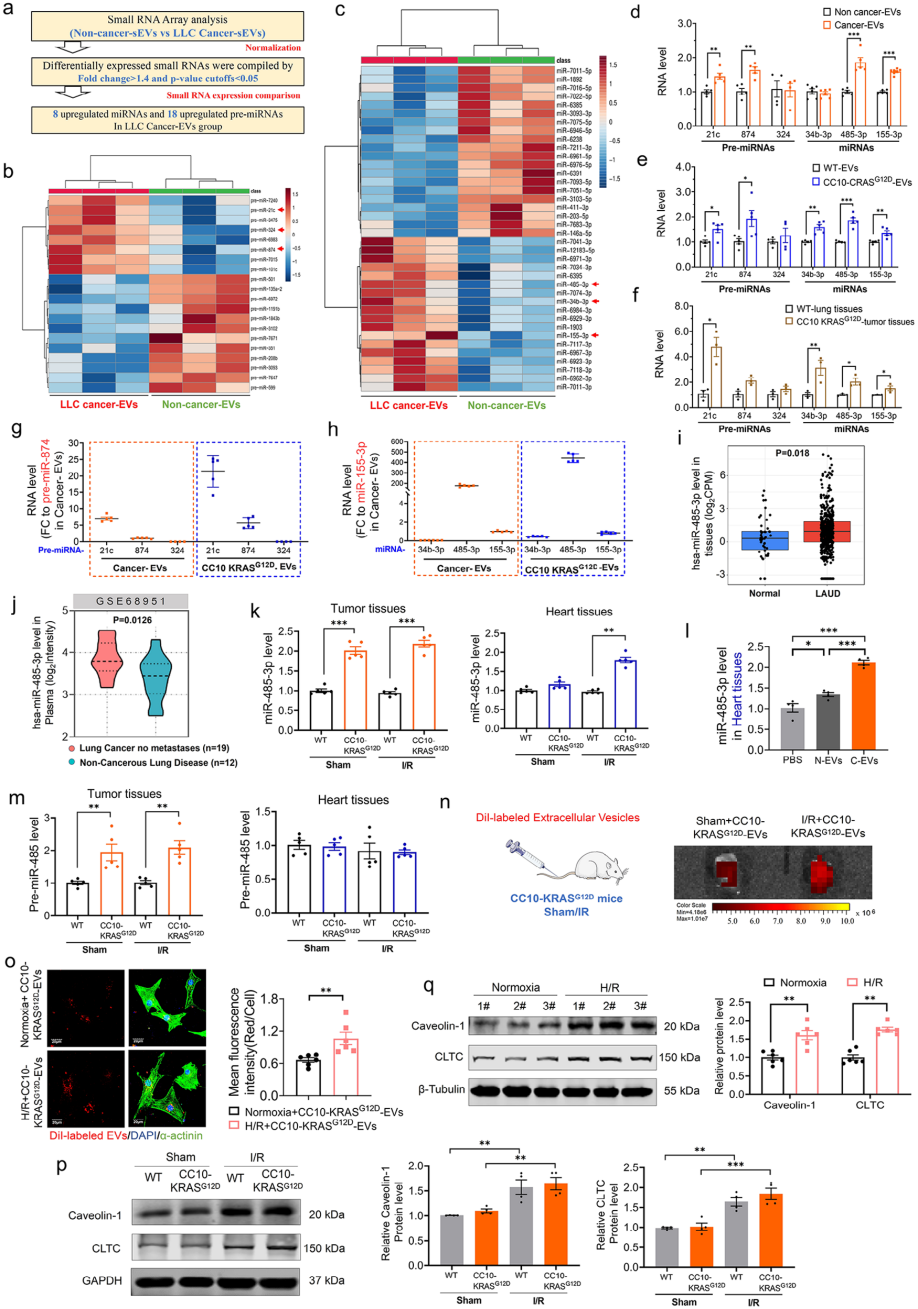
Lung cancer cells‐derived extracellular vesicles transfer miR‐485‐3p from tumor cells to cardiomyocytes a) Schematic presentation of small RNA array analysis of plasma EVs from non‐cancer and LLC lung cancer mice; b‐c) Hierarchical clustering heatmap of differentially expressed of pre‐miRNAs and miRNAs in plasma EVs from non‐cancer and LLC lung cancer mice; d) qRT‐PCR analysis on the expression of pre‐miRNAs and miRNAs with the plasma EVs of non‐cancer and LLC lung cancer mice (N = 4–6/group); e) qRT‐PCR analysis on the expression of pre‐miRNAs and miRNAs with the plasma EVs of WT and CC10‐KRAS^G12D^ mice (N = 4‐5/group); f) qRT‐PCR analysis on the expression of pre‐miRNAs and miRNAs with the lung tissues of WT and CC10‐KRAS^G12D^ mice (N = 3/group); g) The comparisons of pre‐miR‐21c, pre‐miR‐874 and pre‐miR‐324 expression in plasma EVs of cancer mice (N = 4‐5/group); h) The comparisons of miR‐34b‐3p, miR‐485‐3p and miR‐155‐3p expression in plasma EVs of cancer mice (N = 5‐6/group); i) miR‐485‐3p expression in lung adenocarcinoma samples and normal samples from TCGA database (lung adenocarcinoma patient samples, n = 513; normal samples, n = 46); j) TCGA database showed the miR‐485‐3p expression in plasma from patients of lung cancer and non‐cancerous lung disease; k) The expression of miR‐485‐3p with tumor and heart tissues from sham/IR in WT and CC10‐KRAS^G12D^ mice (N = 5/group); l) The expression of miR‐485‐3p in cardiac tissue of intramyocardial injection EVs mice, analyzed by qRT‐PCR (N = 4/group); m) The expression of pre‐miR‐485 with tumor and heart tissues from sham/IR in WT and CC10‐KRAS^G12D^ mice, and the values from IR were normalized to the sham group (N = 5/group); n) Bioluminescence imaging showed that the uptake of CC10‐KRAS^G12D^‐EVs by the heart tissues after I/R. o) Representative images of immunofluorescence co‐staining showing the uptake of CC10‐KRAS^G12D^‐EVs by normoxia or hypoxia/reoxygenation cardiomyocytes after co‐culturing with Dil‐labelled EVs for 24 h (N = 6/group, Bar: 20 µm); p) The protein expression levels of CLTC and Caveolin‐1 were determined by western blot in heart tissues (N = 4/group); q) Western blot detected the protein expression levels of CLTC and Caveolin‐1 in normoxia or hypoxia/reoxygenation cardiomyocytes (N = 6/group). Data are expressed as mean ± SEM. ^*^ *p* < 0.05; ^**^ *p* < 0.01; ^***^ *p* < 0.001.

Moreover, we compared miR‐485‐3p levels in heart and tumor tissues of WT and CC10‐KRAS^G12D^ mice subjected to sham or I/R surgery. The results showed that compared with normal lung tissue in WT group, miR‐485‐3p expression was upregulated in lung tumor tissues of CC10‐KRAS^G12D^ mice (Figure 5k). MiR‐485‐3p expression level was not changed in I/R hearts as compared with sham‐operated controls in the absence of lung tumor. Interestingly, the expression of miR‐485 in the heart tissue was significantly increased in I/R‐CC10‐KRAS^G12D^ mice compared with WT controls, while this effect was absent in sham‐treated mice heart (Figure 5k). Consistently, tail vein injection of C‐EVs significantly increased cardiac tissue levels of mature miR‐485‐3p (Figure 5l). The levels of miR‐485‐3p were ≈1.67‐fold higher in heart tissues than in tumor tissues of WT sham‐operated mice, and 2.21‐fold higher in heart tissues of CC10‐KRAS^G12D^ mice as compared with WT‐controls (Figure S12a, Supporting Information). To clarify whether the increase of miR‐485‐3p level could be ascribed to its release from tumor cells via EVs or due to its production from cardiomyocytes per se after cancer, we quantified precursor miR‐485 (pre‐miR‐485) expression levels. In CC10‐KRAS^G12D^ mice, pre‐miR‐485 expression was elevated in tumor tissues under both sham and I/R‐operated conditions compared to WT controls, but remained unchanged in heart tissues (Figure 5m). These results suggest that EVs‐packaged miR‐485‐3p secreted by lung tumors mediates its accumulation in myocardial tissue. To clarify whether the elevated miR‐485‐3p levels resulted from increased EVs secretion by tumor tissues under I/R conditions or enhanced cardiac EVs uptake post‐I/R, we measured the expression of Ras‐associated protein 27a (Rab27a), a protein critical for regulating EVs release from organ tissue.^[^ ^35^ ^]^ The results revealed significantly higher Rab27a expression in lung tumor tissues of CC10‐KRAS^G12D^ mice compared to WT lung tissues under both sham and I/R conditions. However, Rab27a expression showed no significant difference between I/R and sham conditions (Figure S12b, Supporting Information). Moreover, bioluminescence imaging demonstrated significantly enhanced cardiac uptake of DiI‐labelled CC10‐KRAS^G12D^‐EVs (4 × 10^9^) in I/R‐treated hearts compared to sham controls following tail vein injection (Figure 5n). Consistent with in vivo result, H/R‐treated cardiomyocytes internalized much more EVs than normoxic group (Figure 5o). EVs uptake primarily occurs via endocytosis, mediated through both Clathrin‐dependent pathway and ‐independent pathway mainly mediated by Caveolin‐1.^[^ ^36^ ^]^ We therefore examined the expressions of Clathrin light chain C (CLTC) and Caveolin‐1 in heart tissues of WT and CC10‐KRAS^G12D^ mice under sham or I/R conditions. Both CLTC and caveolin‐1 expression were significantly upregulated in I/R‐treated hearts compared to sham mice (Figure 5p). Similarly, we found that the higher expression levels of CLTC and Caveolin‐1 in H/R cardiomyocytes compared to normoxic cardiomyocytes (Figure 5q). Collectively, these findings demonstrate that tumor‐derived EVs promote miR‐485‐3p accumulation in cardiac tissue through enhanced endocytic uptake, ultimately exacerbating I/R‐induced myocardial injury.

To further investigate the role of miR‐485‐3p‐containing extracellular vesicles in cardiac function in vivo, adeno‐associated virus (AAV) 6 with spc promoter mediated miR‐485‐3p sponges/NC were injected into the lung of CC10‐KRAS^G12D^ mice as described earlier, mice were subjected to I/R surgery after 3 weeks (**Figure** **6**a). AAV6‐mediated delivery of miR‐485‐3p sponges significantly reduced miR‐485‐3p levels in lung tissues (*p*<0.01) but not in other organs (liver, spleen, kidney, or brain) compared to NC‐treated mice, confirming the specificity of the knockdown (Figure 6b). No significant difference in total tumor burden was observed between AAV6‐miR‐485‐3p sponge mice and AAV6‐NC mice groups (Figure 6c). Inhibition of miR‐485‐3p exhibited a pronounced alleviation in I/R‐induced decreases in EF% and FS% (Figure 6d). Furthermore, I/R‐induced cardiac damage was largely attenuated by knockdown of miR‐485‐3p, as evidenced by reductions in plasma LDH and cTnl levels, and ROS production (Figure 6e–g). Consistent with this finding, myocardial infarct size was significantly smaller in AAV6‐miR‐485‐3p sponge‐treated mice than in AAV6‐NC mice (Figure 6h). Notably, with I/R, miR‐485‐3p expression was significantly decreased in both EVs and heart tissues in AAV6‐miR‐485‐3p sponge mice compared with AAV6‐NC mice (Figure 6i). Additionally, no significant differences were observed in the expression levels of miR‐34b‐3p and miR‐155‐3p in either EVs or heart tissues (Figure S13, Supporting Information).

**Figure 6:**
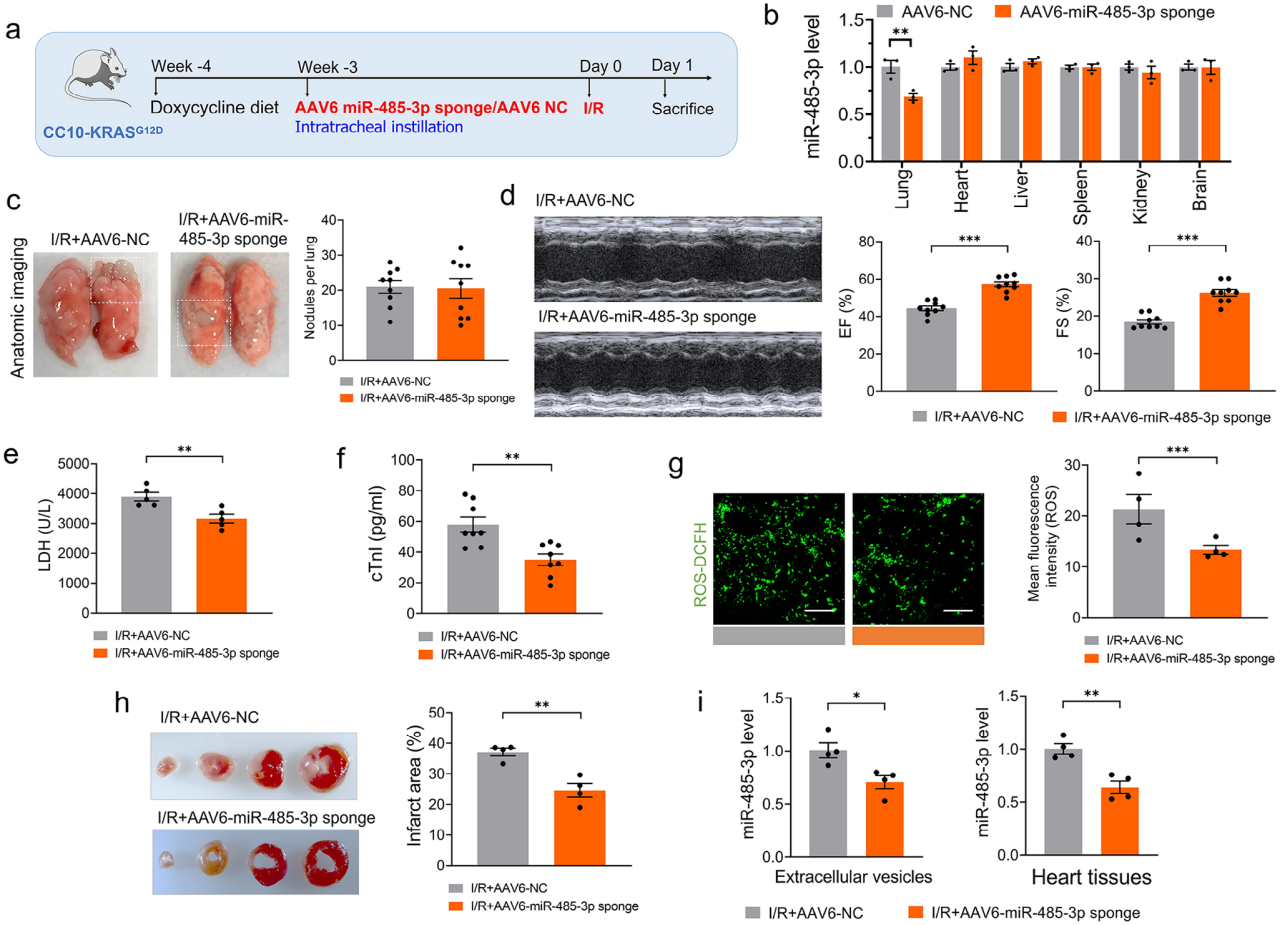
Lung cancer cells‐derived EVs derived miR‐485‐3p promote cardiac I/R injury a) Schematic presentation on the time‐line of in vivo animal model construction experiment in CC10‐KRAS^G12D^ mice treated with AAV6‐miR‐485‐3p sponge/NC, CC10‐KRAS^G12D^ mice were treated with ≈0.1 mg kg^−1^ doxycycline daily. After 7 days, adeno‐associated virus (AAV) 6 with spc promoter mediated miR‐485‐3p sponges/NC to the lung were injected into mice via intratracheal instillation. After 3 weeks, the mice were subjected to I/R operation for 24 h; b) qRT‐PCR analysis on the expression of miR‐485‐3p in lung, heart, liver, spleen, kidney and brain tissues (N = 3/group); c) Representative anatomic images and statistics analysis of lung tumors (N = 9/group); d) Representative images of echocardiographs and statistical data on EF%, FS% (N = 9/group); e,f) Plasma LDH (N = 5/group) and cTnI (N = 8/group) levels were detected in mice; g) Representative images and quantitative results of ROS levels detected by ROS fluorescence staining (Bar: 40 µm) (N = 4/group); h) Infarct area of I/R mice by TTC staining (N = 4/group); i) qRT‐PCR analysis on the expression of miR‐485‐3p in plasma extracellular vesicles and heart tissues from CC10‐KRAS^G12D^ mice treated with AAV6‐miR‐485‐3p sponge/NC (N = 4/group). Data are expressed as mean ± SEM. *P < 0.05; ^**^ *p* < 0.01; ^***^ *p* < 0.001.

### 2.6 MiR‐485‐3p Triggers Cardiomyocyte Death by Targeting PGC‐1α

To uncover the underlying mechanism by which miR‐485‐3p promotes cardiomyocyte damage, we searched for candidate target genes of miR‐485‐3p by computational prediction with TargetScan (https://www.targetscan.org/vert_80/), miRWalk (http://mirwalk.umm.uni-heidelberg.de/), and miRTarBase (https://mirtarbase.cuhk.edu.cn/%7E;miRTarBase/miRTarBase_2022/php/index.php). We identified that two genes, peroxisome proliferator‐activated receptor gamma coactivator 1‐alpha (PPARGC1A) and polycomb group ring finger 3 (PCGF3), might be the potential targets of miR‐485‐3p in overlap between mouse and human sapiens (**Figure** **7**a). PPARGC1A and PCGF3 contained one conserved 8‐mer site (Figure 7b). The CancerMIRNome analysis shows the miR‐485‐3p and PPARGC1A expression low‐correlation in lung adenocarcinoma tissues (Figure S14, Supporting Information). To establish a possible effect of miR‐485‐3p on the expression of the two proteins expressed in cardiomyocytes, we analyzed their levels after miR‐485‐3p overexpression under normoxia and H/R conditions. We observed that overexpression of miR‐485‐3p did not affect PCGF3 protein expression while markedly decreased the protein level of PGC‐1α (encoded by the PPARGC1A gene) as compared to control NC transfected cells (Figure 7c). We next performed luciferase reporter assays to verify that miR‐485‐3p repressed luciferase activity after co‐transfecting with the PGC‐1α 3′‐UTR containing luciferase reporter constructs but not its mutated constructs (Figure 7d). It is well known that PGC‐1α regulates the mitochondrial and energy metabolism homeostasis via acting as the co‐activating several transcription factors (TFs) to stimulate the RNA polymerase II (RNAPII) dependent transcription of target genes.^[^ ^37^ ^]^ To determine whether miR‐485‐3p directly caused cardiomyocyte injury under normoxia and H/R conditions, mouse neonatal cardiomyocytes were stimulated by miR‐485‐3p mimics for 24 h. Overexpression of miR‐485‐3p caused cardiomyocyte damage with or without H/R treatment, as reflected by striking reductions in mitochondrial Δψm, ATP synthesis, and increase in ROS generation, whereas these effects were markedly reversed by co‐transfection of PGC‐1α overexpression (Figure 7e‐g). Mitochondrial ETC complex I is the first enzyme complex of the ETC, which couples with transmembrane proton (H^+^) pumping, which generates Δp necessary for ATP synthesis.^[^ ^38^ ^]^ In line with the findings presented above, the activity of ETC complex I was decreased by miR‐485‐3p overexpression, which was reversed by co‐transfection of PGC‐1α overexpression in cardiomyocytes under normoxia and H/R conditions (Figure 7h). To further corroborate this observation, the gene expressions of mitochondrial ETC complex I were assessed. As shown in Figure 7i, we found that the decreased expression of ETC complex I subunits Ndufa1, Ndufa3, Ndufa5, Ndufa11, Ndufb8, Ndufb10, Ndufs4, Ndufv1 induced by miR‐485‐3p overexpression were attenuated by PGC‐1α overexpression in cardiomyocytes under normoxia and H/R conditions. The loss of any subunits to the integrated structure of ETC complex I, which leads to mitochondrial dysfunction.^[^ ^39^ ^]^

**Figure 7:**
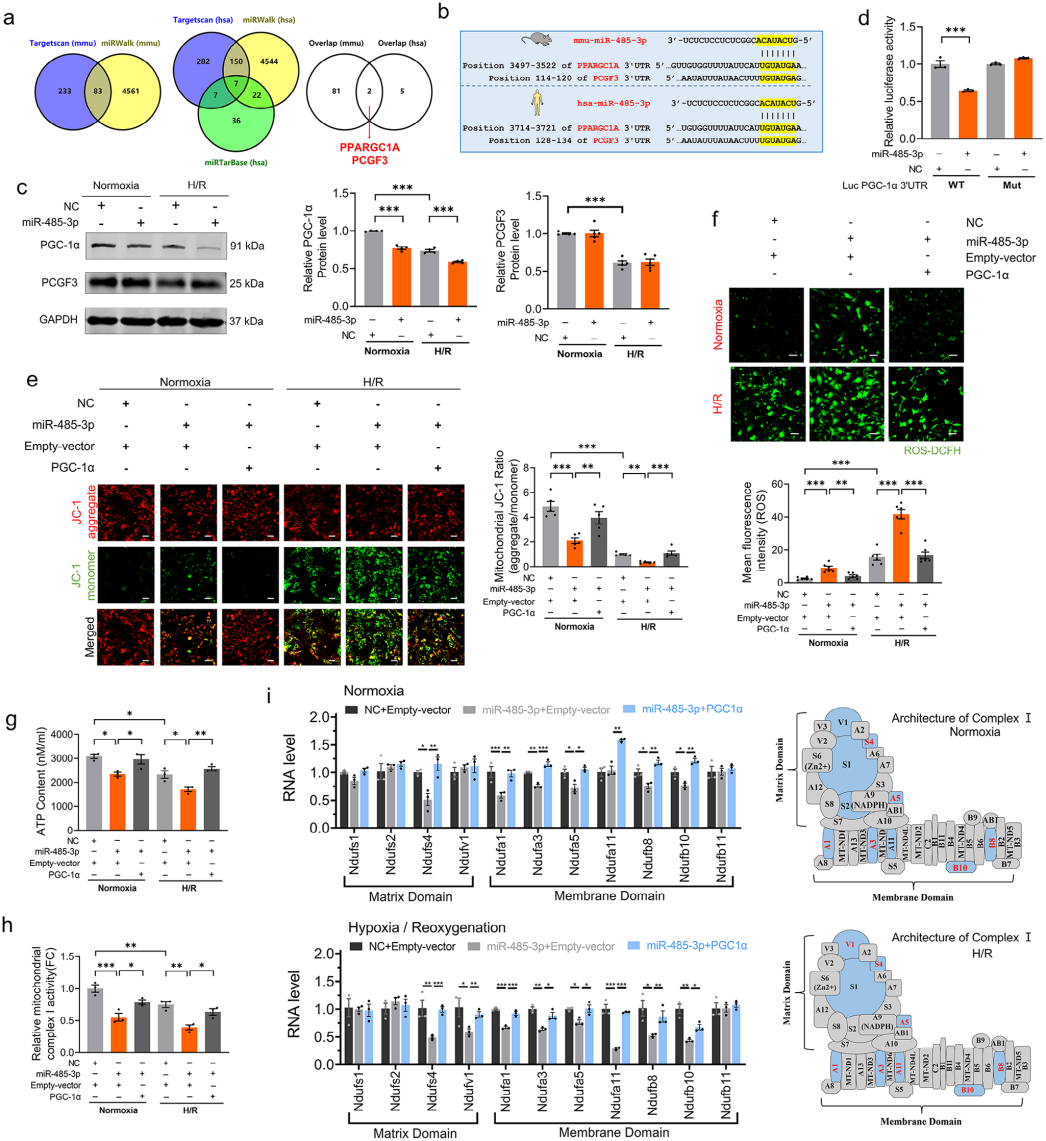
MiR‐485‐3p triggers cardiomyocyte death by targeting PGC‐1α to impair mitochondrial complex I activity in H/R model in vitro a) The candidate target genes of miR‐485‐3p were searched with Targetscan, miRWalk and miRTarBase database; b) The sequence of miR‐485‐3p and the potential binding site of PCGF3 mRNA; c) The protein expression levels of PGC‐1α and PCGF3 were determined by western blot (N = 4‐5/group); d) Luciferase activity assay was performed to confirm the PGC‐1α mRNA was directly bound to miR‐485‐3p in HEK‐293T cells (N = 3/group); e) Mitochondrial membrane potentials detected by JC‐1 staining (Bar: 40 µm); f) Representative images and quantitative results of ROS using ROS fluorescence staining (Bar: 40 µm); g) ATP content was measured by ATP assay (N = 3/group); h) The activity of mitochondrial complex I was detected by ELISA assay (N = 3/group); i) The expression of ETC complex I genes Ndufs1, Ndufs2, Ndufs4, Ndufv1, Ndufa1, Ndufa3, Ndufa5, Ndufa11, Ndufb8, Ndufb10 and Ndufb11 in myocardial cells that were stimulated with NC/miR‐485‐3p mimics or empty‐vector/PGC‐1α under normoxia or hypoxia/reoxygenation conditions (N = 3/group). Data are expressed as mean ± SEM. ^*^ *p* < 0.05; ^**^ *p* < 0.01; ^***^ *p* < 0.001.

Transmission electron microscope results revealed no significant differences in mitochondrial morphology in heart tissue between WT and CC10‐KRAS^G12D^ mice. However, following I/R injury, both groups exhibited severe mitochondrial structural disruption and impaired biosynthesis compared to sham‐operated controls, with these pathological changes being more pronounced in CC10‐KRAS^G12D^ mice (**Figure** **8**a). In line with in vivo result, the activity of ETC complex I, ATP synthesis and PGC‐1α expression were reduced in cardiac mitochondria in CC10‐KRAS^G12D^ mice as compared with WT mice, and these effects were further decreased with I/R model (Figure 8b–d). C‐EVs treated mice exhibited a significantly greater exacerbation of mitochondrial damage and impaired biosynthesis in mouse heart compared with N‐EVs treated mice following I/R injury (Figure 8e). As shown in Figure 8f, AAV6‐miR‐485‐3p sponge‐infected mice showed a significant improvement in mitochondrial damage and biosynthesis in mouse heart compared with AAV6‐NC treated mice following I/R injury. Furthermore, AAV6‐miR‐485‐3p sponge reversed I/R induced reductions of the activity of ETC complex I, ATP synthesis and PGC‐1α expression compared with AAV6‐NC in CC10‐KRAS^G12D^ mice (Figure 8g–i). These findings demonstrate that miR‐485‐3p exacerbates I/R injury by directly targeting PGC‐1α in cardiomyocytes.

**Figure 8:**
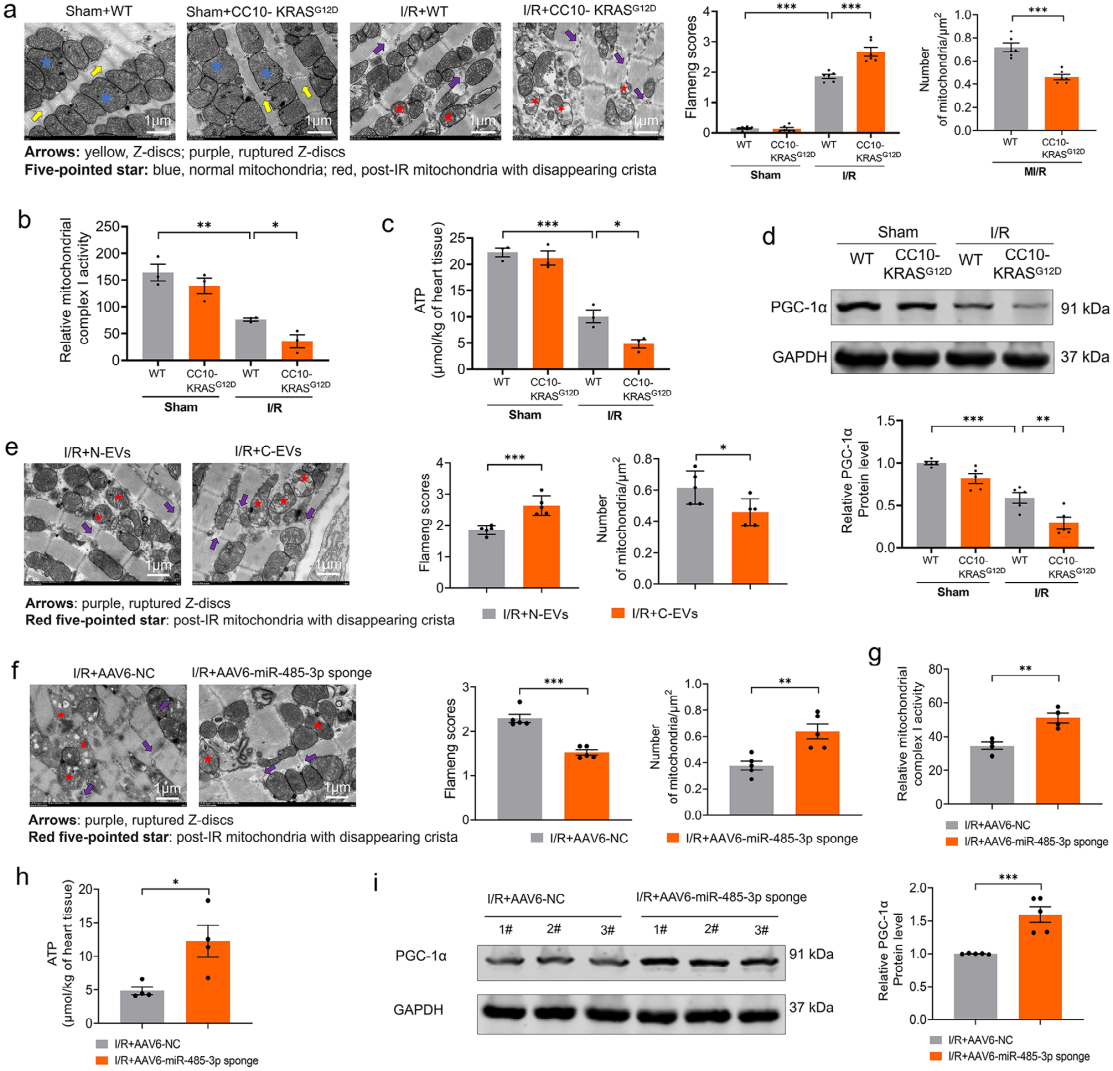
MiR‐485‐3p enhances mitochondrial dysfunction after I/R injury by targeting PGC‐1α in vivo a) Representative transmission electron microscopy images in heart of WT and CC10‐KRAS^G12D^ mice (Bar: 1 µm), mitochondria were quantitatively analyzed using the ImageJ software, number of mitochondria/µm^2^ refers to the average number of mitochondria (N = 3/group, 6 statistical images from three mice); b) The activity of mitochondrial complex I was detected by ELISA assay (N = 3/group); c) ATP content was measured by ATP assay (N = 3/group); d) The protein expression levels of PGC‐1α were determined by western blot (N = 5/group); e) Representative transmission electron microscopy images in heart of N‐EVs and C‐EVs mice with I/R (Bar: 1 µm), mitochondria were quantitatively analyzed using the ImageJ software, number of mitochondria/µm^2^ refers to the average number of mitochondria (N = 4/group); f) Representative transmission electron microscopy images in heart of AAV6‐miR‐485‐3p sponge and NC CC10‐KRAS^G12D^ mice with I/R (Bar: 1 µm), mitochondria were quantitatively analyzed using the ImageJ software, number of mitochondria/µm^2^ refers to the average number of mitochondria (N = 3/group, 5 statistical images from three mice); g) The activity of mitochondrial complex I was detected by ELISA assay (N = 4/group); h) ATP content was measured by ATP assay (N = 4/group); (i) Quantification and representative images for PGC‐1α by western blot (N = 5/group). Data are expressed as mean ± SEM. ^*^ *p* < 0.05; ^**^ *p* < 0.01; ^***^ *p* < 0.001.

### 2.7 Study Limitations

First, we synthesized the evidence regarding mortality outcomes in patients with versus without cancer undergoing PCI through a systematic review and meta‐analysis. However, in light of the increasing number of patients with both IHD and cancer, current understanding and the management of IHD in cancer patients to evolve, and more data, information, and considerations presented were included in the analysis in the future, as more rigorous data and new hypotheses come up. Second, despite substantial evidence supporting that chemotherapy and radiotherapy can cause cardiotoxicity, cardiac wasting has been reported clinically in cancer patients before initiating any anticancer therapy.^[^ ^5^, ^6^ ^]^ A previous study reported that breast cancer induced‐cardiac injury, LVEF, and LVFS remained unchanged in mice, cardiac morphology, LV mass, GLS, GLSR, GRS, GRSR, LVPWd, and LVPWs were decreased at 16 weeks. In our cancer model mice, we didn't pay much attention to whether prolonging bearing cancer causes cardiac dysfunction. Third, the methods of infusing EVs in experimental animals or adding them to cell cultures have been questioned. The administration of exogenous EVs has the limitation of not fully replicating the natural release of EVs. However, given that lung cancers secrete multiple additional factors (e.g., HSPA1A, MFGE8, ANXA4),^[^ ^40^ ^]^ our approach allows us to study and dissect the role of tumor‐derived EVs independent of other secreted factors. Finally, although our results suggest a significant contribution of tumor cell‐EVs to I/R cardiac injury, we acknowledge the need to investigate the role of other EVs contents of tumor cells or EVs of other cells from tumor in I/R cardiac injury.

## 3 Discussion

It is known that circulating factors may explain the interactions of the relationship between CVDs and cancer, two distinct disease entities. But the mechanisms are indeed complex, and we are still facing many challenges in this new cardio‐oncology field. Here, for the first time, we demonstrate a mechanistic link between cancer and I/R cardiac injury (**Figure** **9**).

**Figure 9:**
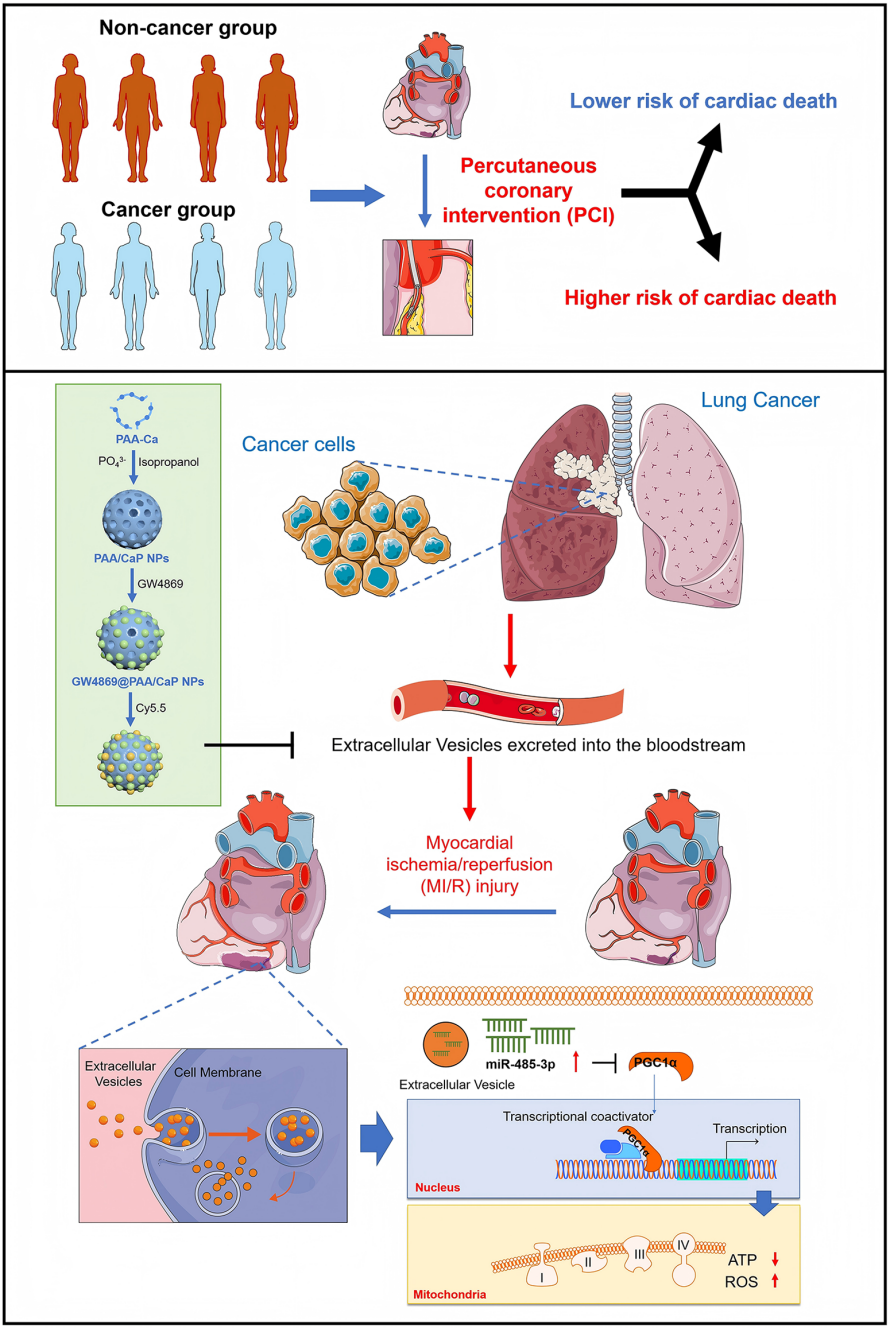
Schematic illustration on the proposed signaling pathway linking between the cancer and I/R cardiac injury.

Cardiologists are encountering a growing number of patients with both ischemic heart disease (IHD) and cancer. In the present meta‐analysis, we have shown that patients with cancer have greater all‐cause mortality, including cardiovascular mortality and non‐cardiovascular mortality. Noteworthy, cancer patients had a higher risk of cardiovascular mortality within 1 year compared with those patients over 1 year.^[^ ^25^ ^]^ Although this finding was not reported in the majority of the studies analyzed and thus not included in our analysis. In addition, another study found that cancer patients were close to a six‐fold increased risk of non‐cardiovascular mortality at one‐year after PCI compared to non‐cancer patients.^[^ ^41^ ^]^ It is likely that mortality due to malignancy itself is the main variable leading to increased one‐year non‐cardiovascular mortality and subsequently increased all‐cause mortality at one‐year in the cancer group. A growing body of evidence indicates that the interaction between IHD and cancer is complex, influenced not only by biological processes but also by some antineoplastic drugs. Some of these medications have been associated with a higher risk of CV mortality undergoing PCI.^[^ ^7^ ^]^ Emerging data indicate that acute myocardial infarction (AMI) and coronary revascularization are 1.5–3 times more likely in oncological patients receiving immune checkpoint inhibitors than in the placebo arms of RCTs or in controls of observational investigations.^[^ ^42^, ^43^ ^]^

Mitochondrial disorders causing ROS accumulation, energy stress, and cell death are associated with a high incidence of cardiac involvement.^[^ ^44^, ^45^ ^]^ However, the mechanism by which cancer induces cardiomyocyte mitochondrial dysfunction remains complex and poorly understood. An intriguing new finding in the present study is that CC10‐KRAS^G12D^ cancer mice aggravated metabolism change of cardiomyocytes after I/R, mediated by suppression of mitochondrial complex I activity and ATP synthesis. Elevated levels of miR‐485‐3p in plasma extracellular vesicles implicate inhibition of PPARGC1A/PGC‐1α as a key driver of maintaining mitochondrial and energy metabolism homeostasis. In conclusion, the lung cancer‐derived EVs enriched with miR‐485‐3p induce persistent mitochondrial damage effect in cardiomyocytes.

Both EF% and FS% were significantly decreased after I/R as compared with sham‐operated mice, and these effects were further decreased in cancer combined with I/R model (Figure 1f,g). However, cancer alone did not induce cardiac dysfunction compared to non‐cancer controls. A previous study reported that breast cancer induced‐cardiac injury, LVEF and LVFS remained unchanged in mice. Cardiac morphology, LV mass, GLS, GLSR, GRS, GRSR, LVPWd, and LVPWs were decreased in 16‐week‐old MMTV‐PyMT(+) mice compared with 16‐week‐old MMTV‐PyMT(–) mice. And cardiac fibrosis was significantly more obvious in 16‐week‐old MMTV‐PyMT(+) mice. But cardiac dysfunction remained unchanged at 12‐weeks.^[^ ^46^ ^]^ Consistent with these reports, our study did not detect cancer‐induced cardiac dysfunction at the 6‐week endpoint, suggesting that this duration may be insufficient for malignancy to exhibit significant cardiac damage under non‐IR conditions. In addition, a proteomic study of non‐ NSCLC cells‐derived EVs identified HSPA1A, MFGE8, and ANXA4 as mediators of tumor‐recipient cells crosstalk.^[^ ^40^ ^]^ While these molecules could play roles in other contexts, our experimental evidence strongly supports the dominance of miR‐485‐3p in this specific model. Nevertheless, we cannot entirely exclude the possibility of minor contributions from other EV constituents. This is something that we need to explore further in the future.

Several studies have revealed the complex roles of miR‐485‐3p in cancers. Treatment with miR‐485‐3p siRNAs reduced tumor growth, invasion, and metastasis in an orthotopic liver cancer model.^[^ ^47^ ^]^ Another study showed that miR‐485‐3p had potent sensitizing activity with doxorubicin in multiple models of high‐risk neuroblastoma.^[^ ^48^ ^]^ In our study, AAV6‐mediated miR‐485‐3p sponges/NC to the lung were injected into the CC10‐KRAS^G12D^ mice for 3 weeks; however, we observed no significant difference in tumor burden between the two groups. Interestingly, in line with our findings, a separate study showed that miR‐485‐3p suppresses breast cancer cell metastasis by inhibiting PGC‐1α expression.^[^ ^49^ ^]^ It is known that heart specific PGC‐1α knock‐out induces metabolic, functional and structural abnormalities leading to dilating cardiomyopathy and heart failure.^[^ ^50^ ^]^ Notably, we provide the first evidence that miR‐485‐3p levels are elevated in the plasma of CC10‐KRAS^G12D^ cancer model mice, and that tumor‐derived extracellular vesicles containing miR‐485‐3p exacerbate ischemia/reperfusion‐induced cardiac injury. Additionally, another study has also revealed the role of miR‐485‐3p in the exosomal secretion.^[^ ^51^ ^]^ We demonstrated that miR‐485‐3p levels were significantly increased in tumor cell‐derived plasma extracellular vesicles. Moreover, miR‐485‐3p was significantly increased in tumor, heart and plasma extracellular vesicles in cancer mouse model, whereas pre‐miR‐485 was increased only in the tumor tissue, which indicated that miR‐485‐3p was produced by the tumor cells and carried by extracellular vesicles from the tumor to heart. Notably, cardiac injury mediated by cancer‐derived extracellular vesicles occurred only in I/R mice, which correlated with enhanced cardiac EVs uptake post‐I/R. Extracellular vesicle uptake has been reported to occur through multiple routes that involve endocytosis by either clathrin‐dependent or clathrin‐independent pathways.^[^ ^36^ ^]^ Clathrin‐mediated endocytosis is a key process in extracellular vesicles uptake, transporting a wide range of cargo molecules from the cell surface to the interior. Clathrin‐independent endocytosis primarily involves caveolin‐1, RhoA, and ARF6,^[^ ^52^ ^]^ caveolins can mediate the formation of specific microdomains within the plasma membrane, also known as lipid rafts, which serve as entry points for extracellular vesicles. We found that the higher expression levels of Clathrin and Caveolin‐1 in the heart tissues of I/R mice compared to sham mice.

Using polyacrylic acid (PAA) as a template for calcium phosphate nanoparticles (CaP NPs) synthesis offers several advantages, including a simple and scalable synthetic route, a high GW4869 payload, and dual pH‐responsive drug release. Therefore, PAA/CaP@NPs represent a promising drug delivery system for enhancing the therapeutic efficacy of anticancer drugs. However, over the past decade, continuous development and investigation of new drug delivery systems with diverse morphologies and structures have made great progress. For example, nano‐sized MnO_2_ exhibits reduced particle size, increased surface area, and enhanced catalytic properties, making it a promising theranostic material for tumors.^[^ ^53^ ^]^ Similarly, Zhang et al. reported that a drug delivery vehicle can be preferentially internalized by circulating monocytes and induce their transformation into an anti‐inflammatory phenotype upon reaching the inflammation site, thereby improving therapeutic outcomes.^[^ ^54^ ^]^

In our study, to induce mouse tumor model, the CC10‐KRAS^G12D^ mice were fed normal food pellets supplemented with doxycycline, that is, these WT mice and bitransgenic mice were treated with ≈0.1 mg kg^−1^ doxycycline daily for 4 weeks. In fact, studies have suggested that early short‐term doxycycline treatment ameliorates post‐infarction remodeling and exerts protective effects on myocardial ischemia/reperfusion injury in experimental^[^ ^55^, ^56^ ^]^ and clinical settings.^[^ ^57^ ^]^ Doxycycline is less toxic, and doxycycline (30 mg kg^−1^ twice daily orally for 2 weeks) was able to attenuate the LV cardiomyocyte hypertrophy.^[^ ^58^ ^]^ In contrast, the dose of 0.1 mg kg^−1^ was much lower than the dose that improved cardiac remodeling. Consistent with the low toxicity of doxycycline, after 4 weeks of doxycycline diet induction, histopathological analysis revealed no inflammatory infiltrates or structural abnormalities in the heart, liver, spleen, kidneys, or brain of CC10‐KRAS^G12D^ mice.

In summary, tumor‐secreted extracellular vesicles promote I/R cardiac injury. The present study demonstrates that mature miR‐485‐3p levels are significantly increased in lung cancer cells. MiR‐485‐3p is packaged into extracellular vesicles and transferred from tumor cells to cardiomyocytes, where it represses the expression of PGC‐1α, a critical regulator of the mitochondria and energy metabolism homeostasis. Lung‐specific block of miR‐485‐3p biogenesis or promotion of target gene PGC‐1α activation may be a novel effective therapeutic avenue to block EVs‐mediated pathological communications between I/R heart and tumor tissues and heart tissues.

## 4 Experimental Section

The data that support the findings are available from the corresponding author upon reasonable request. All animal experimental protocols were approved by Ethics Committee of Harbin Medical University (IRB3035724) and conformed to the Guide for the Care and Use of Laboratory Animals published by the US National Institutes of Health.^[^ ^59^ ^]^

### Full Methods for the Systematic Review and Meta‐Analysis

The PubMed and EMBASE databases were searched using the terms “percutaneous coronary intervention” and “cancer” from inception through 1^st^ July 2024. A total of 4689 abstracts were screened, and the relevant articles were reviewed if deemed eligible. The reference lists of these publications were also checked in order to identify potential additional studies of interest, which were not obtained from the initial database search.

The articles were selected that satisfied the following inclusion criteria: 1) RCTs, registries, or observational studies of patients with CVDs; 2) comparing mortality outcomes between patients with and without cancer; 3) with reported mortality events; and 4) in English language. In the case of overlapping studies, the one with the most cancer patients was included. The full text of the selected articles was read and the following data were extracted: number of participants (n ≥ 100), key characteristics, and outcomes of interest. The quality of the retrieved studies were evaluated by the standardized Newcastle‐Ottawa Scale, where studies with scores of less than 4 were considered to have a high risk of bias, those with scores of 4 to 6 an intermediate risk of bias, and those with scores of 7 or more a low risk of bias.

The Preferred Reporting Items for Systematic Reviews and Meta‐Analysis (PRISMA) guidelines were applied and the incidence rate ratios (IRRs) were calculated along with 95% confidence intervals (95% CIs) for all‐cause and CV mortality.

All analyses were performed with the R statistical software (R project for statistical computing 4.2.1 version, Vienna, Austria) using the R package “meta” and “metafor.” Statistical significance was set at p < 0.05.

### Animals

C57BL/6J mice (6‐8 weeks old, 18–22 g) were obtained from Changsheng Biotechnology Company (China). Food and water were freely accessible by the mice. Neonatal mice (1‐2 days post‐birth) were provided by the Animal Center at the Second Affiliated Hospital of Harbin Medical University. Mice were fed in a facility with 12 h light / 12 h dark cycle at 23 ± 3 °C and 30–70% humidity. All animal experimental protocols were approved by Ethics Committee of Harbin Medical University and conformed to the Guide for the Care and Use of Laboratory Animals published by the US National Institutes of Health. Randomization and blinding were adopted. Briefly, the mice were allocated to experimental groups randomly. Echocardiography measurement and cardiac ischemic and reperfusion injury model were performed by a single experienced operator in a blinded fashion.

### Generation of Plasmid Constructs and Transgenic Mice

The TetO‐KRAS^G12D^ transgene mice and the CC10‐rtTA tetracycline‐dependent activator mice were obtained from VIEWSOLID Biotechnology Company (Beijing, China). The TetO‐KRAS^G12D^ transgene mice were constructed as described previously.^[^ ^60^ ^]^ The CC10‐rtTA tetracycline‐dependent activator mice were produced as described previously.^[^ ^61^ ^]^ Bitransgenic mice were produced by crossing the CC10‐rtTA activator mice to TetO‐KRAS^G12D^ responder mice. To induce mouse tumor model, the mice were fed normal food pellets supplemented with doxycycline (625 mg kg^−1^, Special Diets Services, Konoscience, China) for four weeks starting at the age of two weeks. In other words, these bitransgenic mice were treated with ≈0.1 mg kg^−1^ doxycycline daily for 4 weeks.

### PCR Genotyping

Tail DNA was isolated using Qiaprep Tail DNeasy isolation kit (QIAGEN) according to the manufacturer's protocol. Detection of the CC10‐rtTA activator transgene and the TetO‐KRAS^G12D^ transgene were done using the following primers:

CC10‐rtTA: F 5′‐AAAATCTTGCCAGCTTTCCCC‐3′ and

CC10‐rtTA: R 5′‐ACTGCCCATTGCCCAAACAC‐3′ (generates a 500 bp product);

TetO‐KRAS^G12D^: F 5′‐AGACACAAAACAGGCTCAGGA‐3′ and

TetO‐KRAS^G12D^: R 5′‐GGAGACAATGGTTGTCAACAGA‐3′ (generates a 400 bp product).

Reactions were amplified with the following PCR protocol: 94 °C denaturation for 2 min, followed by 35 cycles of 98 °C for 10 s, 60 °C for 30 s, 68 °C for 60 s, followed by a 10 min extension at 68 °C and 2 min 16 °C. PCR products were resolved on a 2% agarose gel.

### Mouse Model of Myocardial I/R Injury

The mice were anesthetized with Avertin (0.2 g kg^−1^ i.p., Sigma–Aldrich, St Louis, USA) and connected to a ventilator (Comerio, ITALY) via tracheal intubation. After exposing the heart, the left anterior descending coronary artery was ligated at 2 mm below the left atrium for 45 min with a 7/0 nylon suture and thereafter released for a 24 h/7 days period for reperfusion. Sham‐operated mice were treated by the same procedures but without LAD ligation.

### Infection of Adeno‐Associated Virus Carrying miR‐485‐3p Sponge

The (AAV) 6 vectors with the pulmonary epithelial cells‐specific spc promoter carrying miR‐485‐3p sponge and negative control (NC) were constructed by HANbio biotechnology (China). The AAV6 virus (2.0 × 10^11^ genomes per mouse) was delivered into CC10‐KRAS^G12D^ mice by intratracheal instillation for 3 weeks before I/R surgery.

### Determination of Cardiac Troponin I (cTnI) and Lactate Dehydrogenase (LDH) Levels

The cTnI and LDH concentrations of mouse plasma were measured using a cTnI Assay Kit (E‐EL‐M1203c, Elabscience, China) and a LDH Assay Kit (A095‐2‐1, Jiancheng Bioengineering Institute, China). Briefly, mouse hearts were subjected to 45 min of ischemia followed by reperfusion at different durations (24 h or 7 days), and plasma samples were collected accordingly. In addition, to investigate the direct detrimental effects of lung tumors on cardiac injury, TC‐1 cells or LLC cells were co‐cultured with neonatal mouse cardiomyocytes under normoxia or hypoxic/reoxygenation (H/R) conditions, and the culture medium was replaced with fresh DMEM for 4 h. Subsequently, both the culture medium samples and mouse plasma samples were collected following the experimental protocol. The cTnI concentrations in the samples was measured following the manufacturer's instructions. The LDH concentration in the samples was measured using a lactate dehydrogenase assay kit according to the manufacturer's instructions. The cTnI and LDH results were normalized to the volume of the culture medium or plasma.

### 2,3,5‐Triphenyl Tetrazolium Chloride (TTC) Staining

To visualize the infarct area in I/R mice, the heart was rapidly removed and frozen, then the position below the LAD ligating line was cut into four slices and photographed the slices were washed by 0.9% saline and stained with 2.0% TTC (G3005, Solarbio, China) in the dark at 37 °C for 20 min. A stereo‐microscope (Zeiss, Jena, Germany) was used to take images of the slices. The infarct area (pale area) was calculated by Image J software to calculate the percentage of infarct area.

### Nanoparticle Tracking Analysis (NTA)

Absolute size distribution of EVs was measured using the nanoparticle tracking analysis technique, based on the principle that the rate of Brownian movement of nanoparticles in solution is related to their size. Extracellular vesicles purified from 500 µL plasma were resuspended in 1 mL of PBS. The particle size and concentration of the extracellular vesicles were tested using a NanoSight NS300 (Marvel, UK).

### Measurement of Superoxide Dismutase (SOD)

Mouse hearts were subjected to 45 min of ischemia followed by reperfusion at different durations (24 h or 7 days). After whole‐animal perfusion with a solution of 0.9% NaCl containing 0.16 mg mL^−1^ sodium heparin, appropriate heart tissue samples were collected. For sample preparation, 100 µL of SOD Sample Preparation Solution was added per 10 mg of tissue, and the tissues were homogenized at 4 °C or on ice. The homogenates were then centrifuged at 12 000 × g for 3–5 min at 4 °C, and the supernatant was collected for subsequent assays. The activity of SOD was measured using a Total Superoxide Dismutase Assay Kit with WST‐8 (S0101M, Beyotime) according to the manufacturer's instructions.

(1) $$\begin{array}{ccc} & & \;\;\;\text{Inhibition percentage}\\ & & \;\;\;\;=[(\mathrm{Ablank}\;\mathrm{control}1-\mathrm{Ablank}\;\mathrm{control}2)-(\mathrm{Asample}-\mathrm{Ablank}\;\mathrm{control}3)]/\\ & & \;\;\;\;(\mathrm{Ablank}\;\mathrm{control}1-\mathrm{Ablank}\;\mathrm{control}2)\times 100\% \end{array}$$

(2) $$\begin{array}{ccc} & & \text{SOD activity in sample (units)}\\ & & \;=\text{SOD activity in the reaction (units)}\\ & & \;=\text{inhibition percentage}/(1-\text{inhibition percentage}) \end{array}$$

### Measurement of Malondialdehyde (MDA)

MDA content was determined by the Lipid Peroxidation MDA Assay Kit (Beyotime S0131) following the manufacturer's instructions. Mouse hearts were subjected to 45 min of ischemia followed by reperfusion at 24 h. Following whole‐animal perfusion with a solution of 0.9% NaCl containing 0.16 mg mL^−1^ sodium heparin, appropriate heart tissue samples were collected and subsequently lysed. The supernatants from the tissue lysates were obtained, to which 600 µL of thiobarbituric acid (TBA) solution was added. The samples were then incubated at 95 °C for 60 min. A reaction mixture of 200 µL was transferred to a 96‐well plate, and absorbance was measured at a wavelength of 532 nm.

### ATP Production Assay

ATP Assay Kit (Ab83355, Abcam, Cambridgeshire, UK) was used to measure cellular ATP contents according to the manufacturer's protocol. 2 × 10^5^ cardiomyocytes were seeded into 24 well plates for 24 h. Cells were transfected with indicated mimcs and plasmids for 48 h. First, ATP standards of 50 µL were prepared to obtain standard curve. Briefly, centrifuged samples, collected supernatants and transferred to new tubes. 100 µL tissues/cells lysates were mixed with 100 µL ATP reaction mix and incubated for 30 min in the dark. Fluorescence intensity was measured using a microplate reader (Infinite 200 Pro, TECAN).

### Determination of Mitochondrial Complex I level

Mitochondrial Complex I content was measured by a Mitochondrial Complex I (NADH‐CoQ Reductase) Activity Assay Kit (E‐BC‐K149‐M, Elabscience). 1 × 10^6^ cardiomyocytes were seeded into 6 well plates for 24 h. Cells were transfected with indicated mimcs and plasmids for 48 h. The 20 µL mitochondria from tissues/cells were incubated in 20 µL negative/inhibitor reagent at 37 °C for 3 min. Afterward, sample mixture solution was mixed with 200 µL of reaction mix in the dark. The absorbance was measured using a microplate reader (Infinite 200 Pro, TECAN) with emission detection in 0 and 3 min at 340 nm.

### Isolation of Plasma Extracellular Vesicles

Plasma obtained from blood samples was centrifuged at 2000 g at 4 °C for 20 min, then centrifuged at 10 000 g at 4 °C for 10 min to remove cells and platelets. The isolation of extracellular vesicles was performed by ultracentrifugation. Briefly, the plasma was filtered (0.22 µm filter) and ultracentrifuged at 100 000 g at 4 °C for 70 min. Pellets were washed twice by PBS at 100 000 g ultracentrifugation, and finally resuspended in PBS for the subsequent studies. BCA assay was employed to quantify the extracellular vesicles's protein concentration.

### Synthesis of PAA/CaP NPs

The method of synthesis was a modification of the previous work.^[^ ^32^ ^]^ Polyacrylic acid (PAA, Mw≈1800) was obtained from Sigma (USA); while Ca(OH)_2_, isopropyl alcohol (IPA), and (NH_4_)_2_HPO_4_ were supplied by Sinopharm Chemical Reagent Beijing Co., Ltd. In brief, 200 µL PAA solution (Sigma, USA) and 12 mg Ca(OH)_2_ were dispersed in 20 mL deionized water (DI water). After complete dissolution, 40 mL IPA was introduced to the flask under magnetic stirring, and 36 mg (NH_4_)_2_HPO_4_ was added to the flask under stirring for 24 h at room temperature. The obtained PAA/CaP NPs were washed with DI water 3 times and re‐dispersed in DI water for further use.

### Physicochemical Characterization

Transmission electron microscope (TEM) images were obtained using a talos F200x G2 transmission electron microscope (FEI, America) at 200 kV accelerating voltage, whose elemental composition was examined by element‐mapping analysis. Scanning electron microscopy (SEM) images was taken with Gemini 300 (ZEISS, Germany). X‐ray photoelectron spectroscopy (XPS) analysis was carried out using a K‐Alpha (Thermo scientific, USA). Fourier transform infrared (FTIR) spectra was recorded on a Nicolet iS20 (Thermo scientific, USA). UV–vis absorption spectroscopy was carried out on a UV‐2550 spectrophotometer (Shimadzu, Japan). Particle size and zeta potential were analyzed by dynamic light scattering (DLS). The fluorescence intensity of PAA/CaP NPs‐Cy5.5 (440304, Melopeg, China) was measured by a RF‐5301 pc fluorescence spectrophotometer (Shimadzu, Japan).

### The GW4869 Loading Process and Determination of the Loading Efficiency

The 1 mg GW4869 (HY‐19363, MCE, China) was dissolved in 1 mL DMSO. The solution was added to PAA/CaP NPs aqueous solution (60.18 µL, 27.75 mg mL^−1^) and mixed 24 h at room temperature in the dark. Then the mixed solution was centrifuged at 8000 r for 8 min to obtain GW4869‐loaded PAA/CaP NPs. The absorbance spectra of original and supernatant GW4869 were analyzed by UV‐vis at a wavelength of 350 nm. The GW4869 loading efficiency (LE) was calculated using the following formula:

(3) $$\begin{array}{ccc} \mathrm{LE}\;\left(\%\right) & = & [m\;\left(\mathrm{original}\;\mathrm{GW}4869\right)\\ & & -m\;\left(\mathrm{GW}4869\;\mathrm{in}\;\mathrm{supernatant}\right)]/m\left(\mathrm{NPs}\right)\times 100\% \end{array}$$

(4) TheloadingefficiencyofGW4869was75.57±1.69%

### Release Behavior of GW4869 from PAA/CaP NPs

The release profiles of GW4869 from PAA/CaP NPs was investigated using the semipermeable dialysis bag diffusion method at pH 7.4 and 5.0 in PBS at 37 °C, respectively. PAA/CaP NPs containing an equal amount of GW4869 was dispersed in PBS (1 mL, pH 7.4 and 5.0), separately and then transferred into pretreated dialysis bags. Subsequently, the dialysis bags were placed in the corresponding PBS solution (5 mL) at 37 °C. At predetermined intervals, the amount of GW4869 released from the GW4869 loaded NPs into the outside dialysis bags was quantified using a UV‐vis spectrophotometer at a wavelength of 350 nm.

### Hydrophilic Fluorescent Dye Cy5.5 Labeling of PAA/CaP NPs and Chemiluminescence Imaging Staining

The 0.25 mg triSulfo‐Cy5.5 amine (441401, Melopeg) and the 1 mg PAA/CaP NPs were dissolved in 1 mL DI water. Then, mixing was done 24 h at room temperature in the dark. The obtained PAA/CaP NPs‐Cy5.5 were washed with DI water to remove unbound dyes, the precipitate was resuspended and centrifuged at 8,000 g for 8 min three times. The PAA/CaP NPs‐Cy5.5 were intravenously injected into the mice. After 6 h, the mice were anesthetized with Avertin (0.2 g kg^−1^ i.p., Sigma–Aldrich, St Louis, USA). The lung tumor targeting of PAA/CaP NPs was measured based on chemiluminescence imaging by using Living Image Software (Perkin Elmer).

### Cell Culture

Mouse Lewis lung carcinoma (LLC), Tissue culture‐1 (TC‐1) and human embryonic kidney (HEK) 293T cell line were cultured in DMEM supplemented with 10% FBS (Biological Industries, Israel). The cells were cultured in an incubator containing 5% CO_2_ at 37 °C.

### Cell Transfection

Lipofectamine TM 3000 transfection reagent (6 µL) (L3000‐015, Invitrogen, USA) and mimics (50 nM) were respectively diluted in 125 µL Opti‐MEM medium and incubated for 2 min (31985‐070, Gibco, USA). The two diluted regents were added to the cells after incubation for 10 min. Subsequent experiments were carried out 24 h after transfection. The PGC1‐α carrying plasmid was obtained from Genechem (China). The miR‐485‐3p mimics was obtained from GenePharma (China).

The sequences of the constructs used in this study were

miR‐485‐3p mimic sense: 5′‐AGUCAUACACGGCUCUCCUCUC‐3′ and

miR‐485‐3p mimic antisense: 5′‐GAGAGGAGAGCCGUGUAUGACU‐3′;

NC mimics sense: 5′‐UUCUCCGAACGUGUCACGUTT‐3′ and

NC mimics antisense: 5′‐ACGUGACACGUUCGGAGAATT‐3′.

### Cardiomyocytes Co‐Culture with TC‐1 or LLC Cells

For assessing the effects of extracellular vesicles on cardiomyocyte under normoxia or hypoxia/reoxygenation (H/R) model in vitro, co‐culture experiment was performed using cell culture inserts possessing 0.4 mm pores (BD Falcon). Mouse neonatal cardiomyocytes were seeded to the bottom chambers of 6 well‐plates at 5 × 10^5^ cells/well. On the third day, LLC or TC‐1 cells were seeded at the top chambers of the inserts at 2 × 10^5^ cells/insert which gave an almost confluent monolayer. After 24 h, the inserts were removed and the culture media in the bottom chambers were changed with fresh DMEM, the Cardiomyocytes were continued to be cultured under normoxia or hypoxia/reoxygenation (H/R) conditions. Specifically, the normoxia condition is 21% O_2_ 36 h, and the H/R conditions are hypoxia 1% O_2_ 12 h and reoxygenation 21% O_2_ 24 h. Then, the culture media and cardiomyocytes in the bottom chambers were collected and used for the subsequent analysis.

### Cell Counting Kit‐8 (CCK8) Assay

Cell viability was determined by CCK8 assay in 96 well plates. 5 × 10^4^ cardiomyocytes were co‐culture with the relevant plasma extracellular vesicles (20 µg/mL) culturing for 24 h, followed by incubation with 10 µL CCK8 for 70 min. Absorbance was readed at 450 nm using a spectrophotometer (Infinite 200 Pro, TECAN).

### Detection of Reactive Oxygen Species (ROS) Production

5 × 10^5^ cardiomyocytes were plated into 12 well plates and were co‐culture with 1 × 10^5^ TC‐1 or LLC cells for 24 h. ROS of cultured cardiomyocytes and frozen sections of heart tissues were examined by fluorometric ROS Kit (Beyotime, Shanghai, China) according to the manufacturer's instructions. Cultured cells or tissues frozen sections were washed once and incubated with 10 µM DCFH‐DA for 20 min in the dark. Images were acquired by a fluorescence microscope (Olympus).

### Measurement of Mitochondrial Membrane Potential (MMP)

The mitochondrial membrane potential (Δψm) in cardiomyocytes were measured using JC‐1 (Beyotime, Shanghai, China) according to the manufacturer's instructions. 5 × 10^4^ cardiomyocytes were plated into 12 well plates for 24 h. Briefly, the transfected cells were incubated with 10 µM JC‐1 fluorescent dye at 37 °C for 20 min in the dark. Then, the cells were washed and maintained with JC‐1 staining buffer (1 ×). The images of the stained cells were captured by a fluorescence microscope (Olympus).

### Transmission Electron Microscopy

The fresh hearts from experimental mice were harvested, and the ischemic region tissues were cut into 1 mm^3^ pieces and fixed by 2.5% glutaraldehyde. After being washed in 0.1 M sodium cacodylate buffer, tissues were postfixed with 1% buffered osmium. The tissues were dehydrated through the graded alcohol. After the treatment was over to pure acetone and embedding in resin, cells were incubated in a 70 °C oven for 24 h. 70–90 nm ultrathin sections were prepared and stained with uranyl acetate‐lead citrate double staining, subsequently examined by a transmission electron microscope.

### Hematoxylin and Eosin (H&E) Staining

The H&E Staining Kit (G1120, Solarbio, China) was used to demonstrate morphological changes. Paraffin sections of lung tissues were stained with hematoxylin for 5 min and incubated with differentiation solution for 30 s, followed by soaking into water for 15 min. Subsequently, the sections were stained with eosin, followed by dehydration through the graded alcohol and cleaning with xylene. Images were acquired under a microscope (Olympus).

### Masson's Trichrome Staining

After mouse anesthesia, whole hearts were isolated, weighed, fixed in 4% paraformaldehyde (Biosharp, Guangzhou, China), and embedded in paraffin. Mid‐transverse LV sections were cut into 4 µm thick slices using a paraffin sectioning machine (Thermo Fisher Scientific, Waltham, MA, USA). The sections were stained with a Masson's trichrome staining kit (Solarbio, Beijing, China) according to the manufacturer's protocol. The fibrosis fraction was calculated as a percentage of the whole section at 4 × magnification (Olympus), and the fibrotic area was measured using ImageJ software.

### Echocardiographic Measurements

Left ventricular function was analyzed using an echocardiographic system with an ultrasound machine Vevo2100 (Visualsonics, Canada). Mice were anesthetized with 0.2 g kg^−1^ avertin throughout the process for non‐invasive examinations. Medical ultrasound gel (Tianjin Yajie Medical Material Co., Ltd., China) was used as a coupling agent between the ultrasound scan‐head and the skin. The left ventricular parameters including left ventricular end diastolic volume (LVEDV), left ventricular end systolic volume (LVESV), left ventricular internal dimension at end diastole (LVIDd), and left ventricular internal dimension at systole (LVIDs) were measured based on M‐mode recordings. Ejection fraction (EF%) was calculated as EF% = (LVEDV‐LVESV)/LVEDV × 100% and fractional shortening (FS%) as (LVIDd‐LVIDs)/LVIDd × 100%. Statistical analyses were based on the average of measurements of three cardiac cycles.

### Lipophilic Tracer Dil Labeling of Cells and Immunofluorescence Staining

The extracellular vesicles were labeled with 10 µM Dil (C1036, Beyotime, China) for 5 min, and centrifuged at 100 000 g for 70 min to remove unbound dyes, then centrifuged at 100 000 g for 70 min to wash 2 times, finally, the precipitate was resuspended in PBS. The extracellular vesicles were added to myocardial cells and incubated for 12 h. Cells were fixed in 4% formaldehyde and permeabilized with 0.5% Triton‐100 in PBS. Then 5% normal goat serum in PBS was used to block the nonspecific antigen at 37 °C for 1 h. After blocking nonspecific antigen, the cells were washed twice with PBS for 5 min and incubated with primary antibodies against α‐actinin (1:300, 29465, GeneTex, USA) and then incubated with the corresponding second antibodies. Primary antibodies were detected by the fluorescent conjugated secondary antibodies (1:500, anti‐rabbit, A‐11008, Invitrogen). DAPI (Biosharp, Hefei, China) was applied to stain the nucleus. Images were collected with a laser scanning confocal microscope (Zeiss, Jena, Germany).

### In Vivo Uptake of EVs

For tracking of labeled extracellular vesicles, EVs were labeled with DiI. Then, the labeled EVs were washed three times. The labeled EVs (4 × 10^9^ EVs per mouse) were injected into mice via the tail vein. EVs biodistribution were monitored using IVIS Lumina LT series III (PerkinElmer, MA, USA). The mice were euthanized and the hearts ex vivo were examined at 24 h.

### Luciferase Reporter Assay

HEK‐293T cells were transfected with a SV40‐firefly‐Luciferase‐MCS fused with the WT PGC‐1α plasmid (0.1 µg, Genechem, China) and either miR‐485‐3p mimics or a negative control (NC) (50 nM, General Biol, China). Cell lysates were made 48 h after transfection. Renilla and Firefly luciferase activity was measured with the Dual‐Luciferase Kit (Promega, USA) according to the manufacturer's instructions. Firefly normalized to Renilla luciferase ratios were calculated and compared to NC group.

### Small RNA Microarray Analysis

RNA was extracted using the AllPrep DNA/RNA Mini Kit (QIAGEN GmbH, Hilden, Germany). RNA concentration was measured by NanoDrop ND‐1000 and RNA integrity was assessed by standard denaturing agarose gel electrophoresis. Small RNAs profiles were detected using the Arraystar Mouse Small RNA. After sample labeling and array hybridization, raw data was extracted using the Agilent Feature Extraction software (version 11.0.1.1). Quantile normalization, quality control, and differential expression analyses were performed with GeneSpring GX v12.1 software (Agilent Technologies). The Small RNAs showing significant differential expression between the two groups were identified with cutoffs of P < 0.05 and fold change > 1.4. The Small RNA Microarray data generated has been deposited in the Gene Expression Omnibus (GEO) database under accesion code GSE267761 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc = GSE267761).

### Quantitative Real‐Time Polymerase Chain Reaction (qRT‐PCR)

Total RNA was extracted with TRIzol reagent (Life Technologies). Nano Drop2000 (Thermo Scientific, Carlsbad, USA) was utilized to verify the quality of RNA samples. Afterward, total RNA (200 ng) was reverse‐transcribed using High‐Capacity cDNA Reverse Transcription Kit (4368813, Thermo Fisher Scientific, USA). QRT‐PCR assay was performed with 1 µL cDNA, 2 µL primers mix, and SYBR Green PCR Master (4913914001, Roche, Switzerland) by a 7500 Fast Real‐Time instrument (Applied Biosystems, USA). The primers of miR‐34b‐3p, pre‐miR‐21c, pre‐miR‐874, and pre‐miR‐324 were obtained from Guangzhou RiboBio Co., Ltd. Other primers were constructed by GenePharma (China). The mRNA expression level was normalized to GAPDH gene, and miRNA level was normalized to U6 gene. The relative quantitative expression was determined using the 2^−ΔΔCT^ method. The primer pair sequences used in the present study are listed in Table S4 (Supporting Information).

### Western Blot

The total proteins were extracted from cells or tissues using RIPA lysis buffer (1 ×) supplemented with a protease inhibitor cocktail (Roche). The concentrations of extracted total protein samples were measured by a BCA Protein Assay Kit (Beyotime). Equal amounts of proteins were separated by SDS‐PAGE and transferred to nitrocellulose filter membranes. After blocking the membranes with non‐fat milk (5% w/v) for 1 h, the proteins were incubated at 4 °C overnight with the primary antibodies against PGC1‐α (1:1000, ab313559, Abcam, UK), Caveolin‐1 (1:1000, 16447‐1‐AP, Proteintech, China), CLTC (1:2000, 26523‐1‐AP, Proteintech), nSMase (1:800, 15239‐1‐AP, Proteintech), GAPDH (1:5000, AC002, Abclonal, USA), or β‐Tubulin (1:5000, AC021, Abclonal). Next, the membranes were incubated with secondary anti‐mouse or anti‐rabbit antibodies (RS23910 and RS23920, ImmunoWay, USA) in dark at room temperature for 1 h. The membranes were scanned, and the gray value of protein band were detected by Odessey CLx (LI‐COR, USA).

### Statistical Analysis

For the animal study, the mice were assigned to randomized groups before experimentation. Experimental analysis was performed in a double‐blind mode. All experimental results were repeated at least three times and are expressed as means ± SEM. Statistical analyses were performed using GraphPad Prism 8.0. The data were tested for normality before parametric statistics was applied using the Shapiro‐Wilk normality test. The equality of variances was tested using the Brown‐Forsythe test. For comparisons between 2 groups, a 2‐tailed Student's test was applied for normal data, and the Mann‐Whitney test was applied for nonnormal data. For comparisons between multiple groups, a 1‐way or 2‐way ANOVA was performed, followed by Tukey's post‐hoc correction for multigroup comparisons. P < 0.05 was considered statistically significant: ^*^ *p* < 0.05; ^**^ *p* < 0.01; ^***^ *p* < 0.001.

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

Z. M., Q. L., G. L. and M. Z. contributed equally to this work. Z.T.M., Q.L., G.X.L., M.J.Z., J.X.F., X.T.H., X.Q.H., Z.W.Q., R.H.L., C.L., H.Y.J., Y.C.D., Y.Y., B.F.Y., and W.J.D. performed research; Z.T.M., Q.L., G.X.L. analyzed data; Y.Y., Z.T.M., B.F.Y., W.J.D. designed the study and wrote the manuscript. All authors have read and approved the article.

## Supporting information

Supporting Information

## Data Availability

All data were available from the corresponding author upon reasonable request.

# Supplementary material for: Tumor Extracellular Vesicles Aggravate Mitochondrial Damage in Myocardial Ischemia/Reperfusion Injury
**Source:** Adv Sci (Weinh). 2025 Aug 11;12(35):e17493. doi: 10.1002/advs.202417493
**Supplement:** Supplementary file 1 — Supporting Information

Supplementary Materials for

**Tumor Extracellular Vesicles** **Aggravate Mitochondrial Damage in Myocardial Ischemia/Reperfusion Injury**

Zhongting Mei, Qian Liu, Guoxin Liu, Manjie Zhang, Jiaxin Fang, Xuting He, Xueqi He, Zhengwei Qin, Ronghua Liu, Chuang Liu, Hongyu Ji, Yuechao Dong, Ye Yuan, Baofeng Yang, Weijie Du

This file includes:

Supplementary Figures S1-S14

Supplementary Table S1-S4

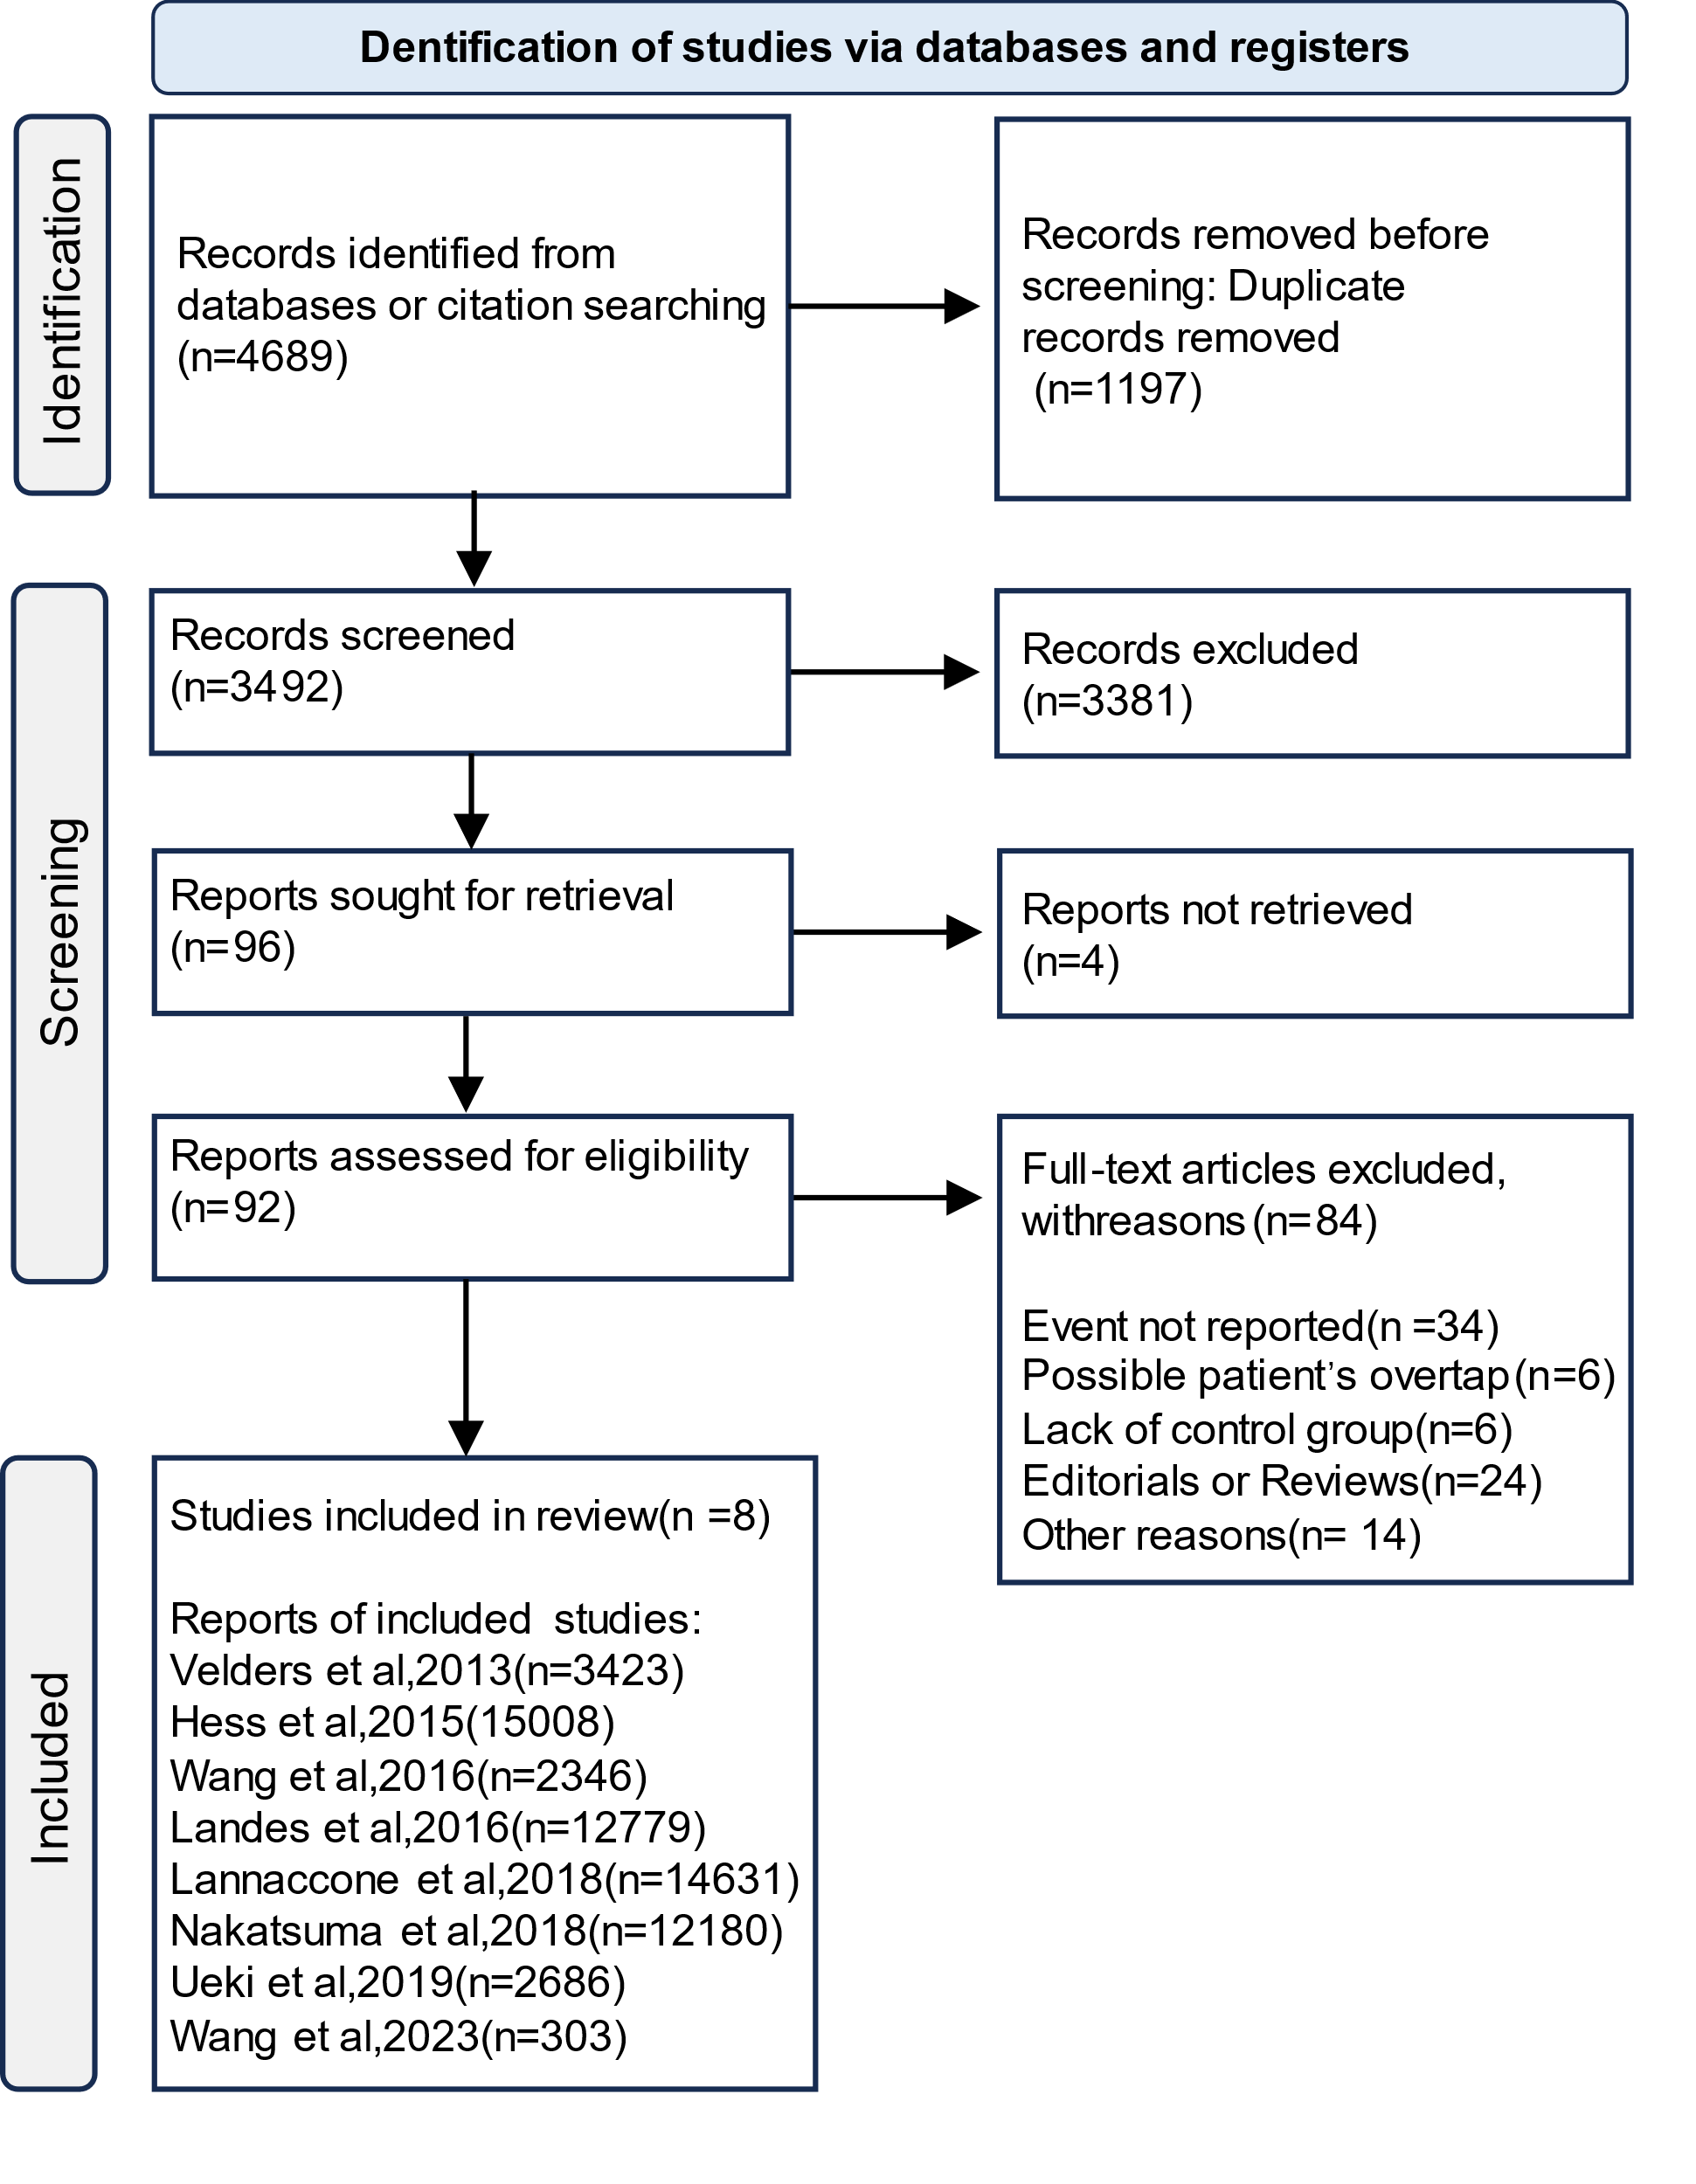

**Supplementary Figure S1.** PRISMA flow diagram showing the selection process of studies.

**
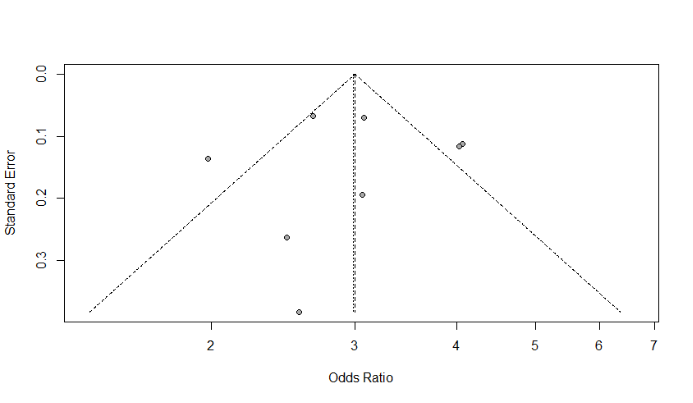
**

**CV death**

**
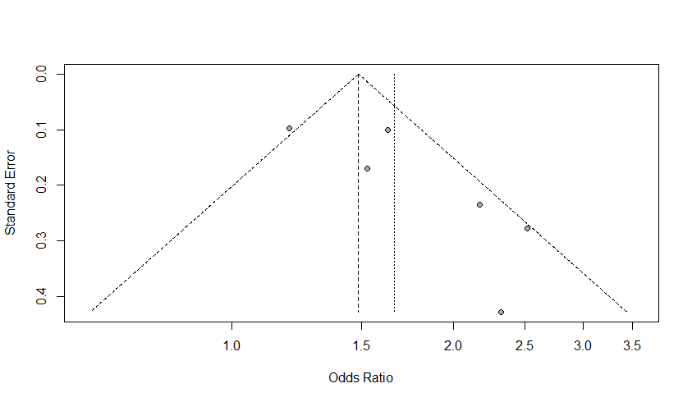
Supplementary Figure S2.** Funnel plots for the assessed outcomes.

**All-cause death**

**
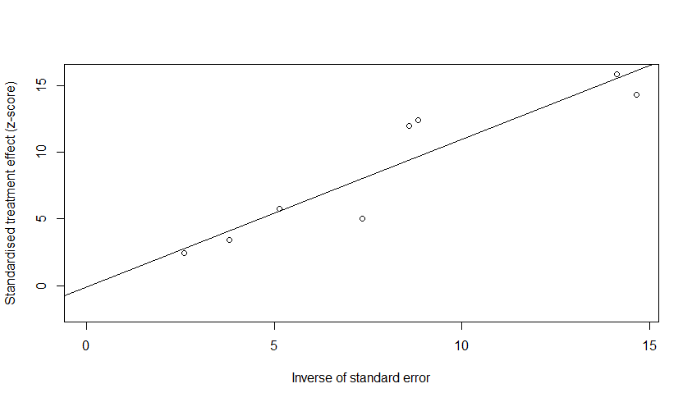
**

**CV death**

P=0.947

**All-cause death**

**
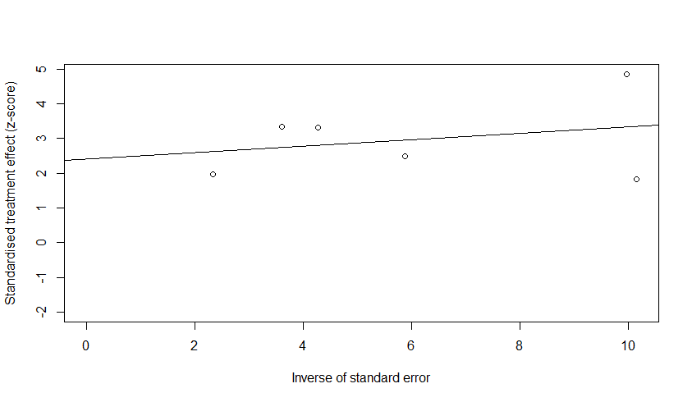
Supplementary Figure S3.** Egger’s publication bias plots for the assessed outcomes.

P=0.094

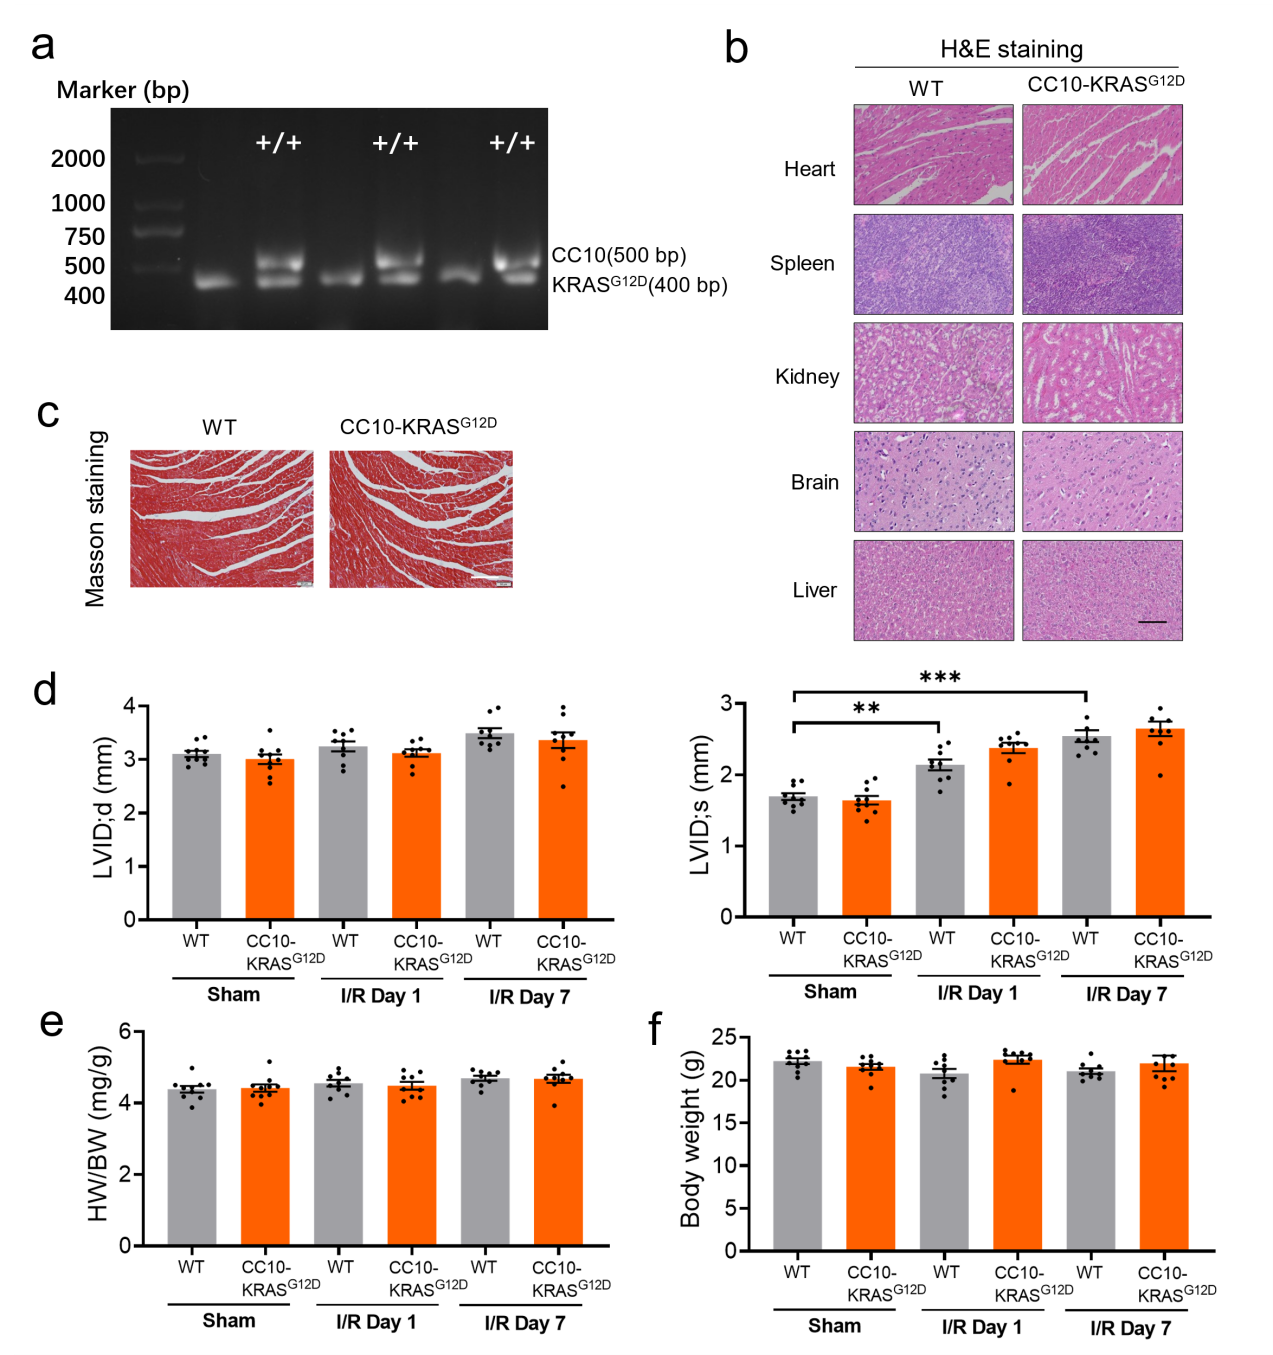

**Supplementary Figure S4.** a) Genotyping of offspring of CC10-KRAS^G12D^ (+/+) female and male mice treated with the doxycycline diet, CC10 (500 bp), KRAS^G12D^ (400 bp), (+/+) is double positive; b) Representative images of H&E staining of heart, spleen, kidney, brain, and liver in WT and CC10-KRAS^G12D^ mice (Bar: 100 μm); c) Representative images of Masson's trichrome-stained transverse mid slices of LVs in WT and CC10-KRAS^G12D^ (Bar: 100 µm); d) Statistics of left ventricular internal dimension at systole (LVIDs) and left ventricular internal dimension at end-diastole (LVIDd) (N=9-10/group); e-f) Heart weight to body weight ratio and body weights in WT and CC10-KRAS^G12D^ mice with sham/IR operated conditions (N=9-10/group).

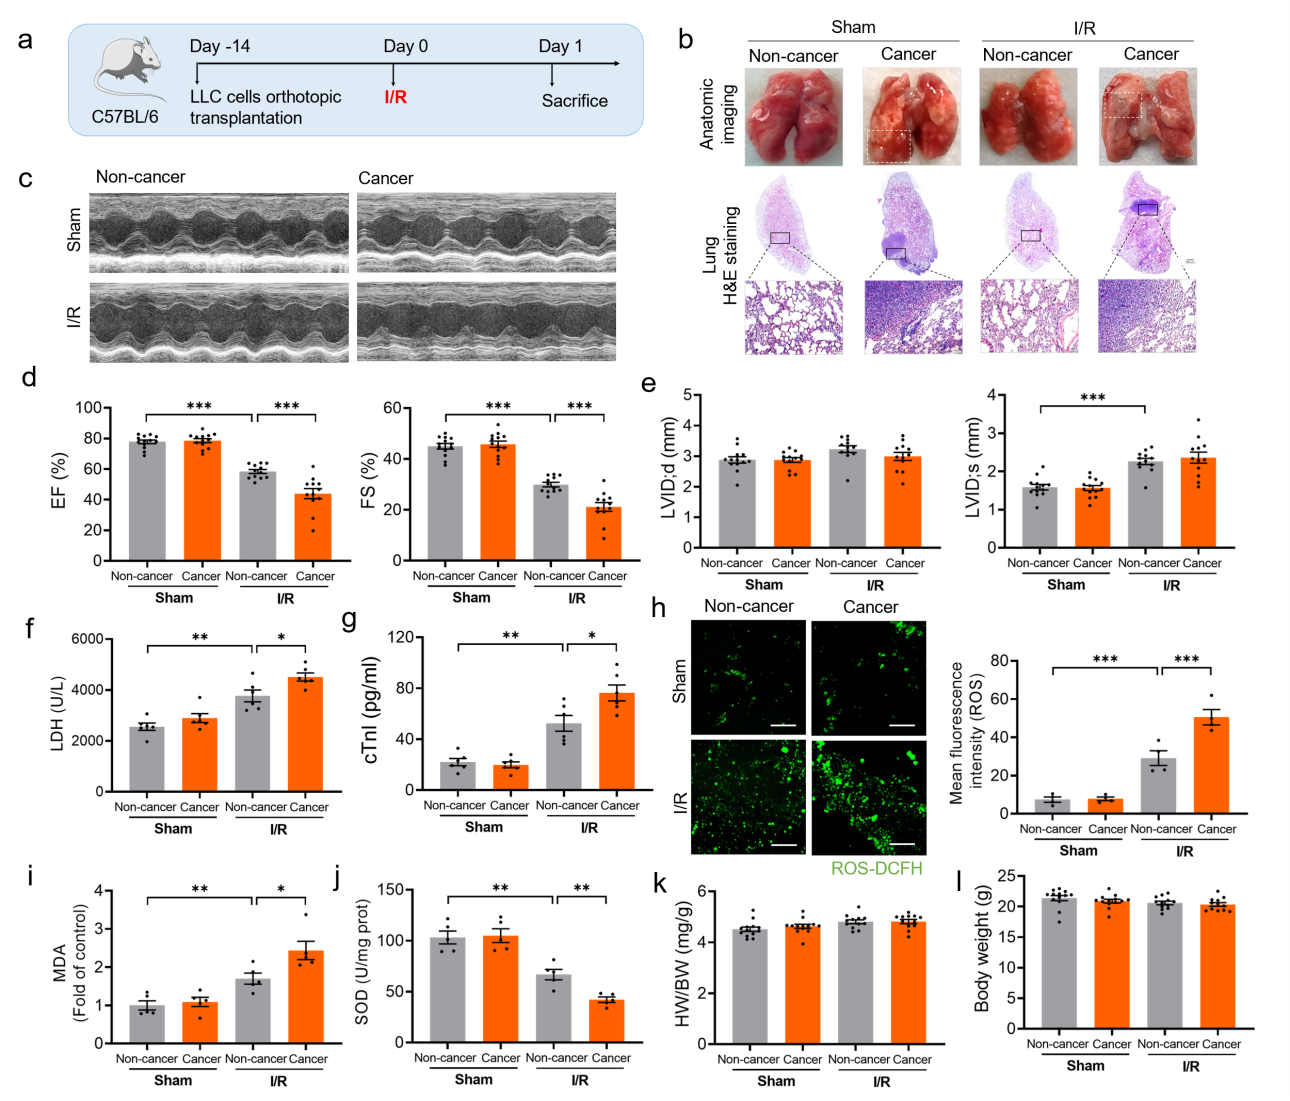

**Supplementary Figure S5.** a) Schematic presentation on the time-line of in vivo animal model construction experiment; b) Representative images of anatomic imaging and H&E staining of lung tumors in mice; c-e) Representative images of echocardiographs and statistical data on EF%, FS%, LVIDd, LVIDs (N=12-13/group); f-g) Plasma LDH and cTnI levels were detected in mice (N=6/group); h) Representative images and quantitative results of lipid-ROS using ROS fluorescence staining (Bar: 40 μm) (N=4/group); i-j) The levels of MDA and SOD were measured by ELISA assays (N=5/group); k-l) Heart weight to body weight ratio and body weights in non-cancer and cancer mice with sham/IR operated conditions (N=9-10/group).

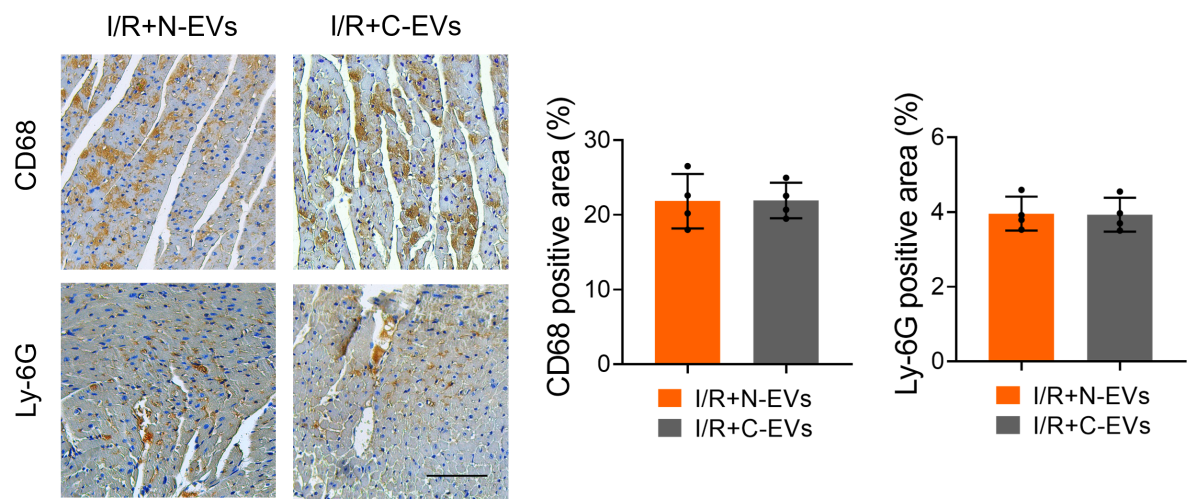

**Supplementary Figure S6.** Quantification and representative immunohistochemical images of CD68, Ly-6G staining in EVs-treated mice heart tissues (N=4/group) (Bar: 100 μm).

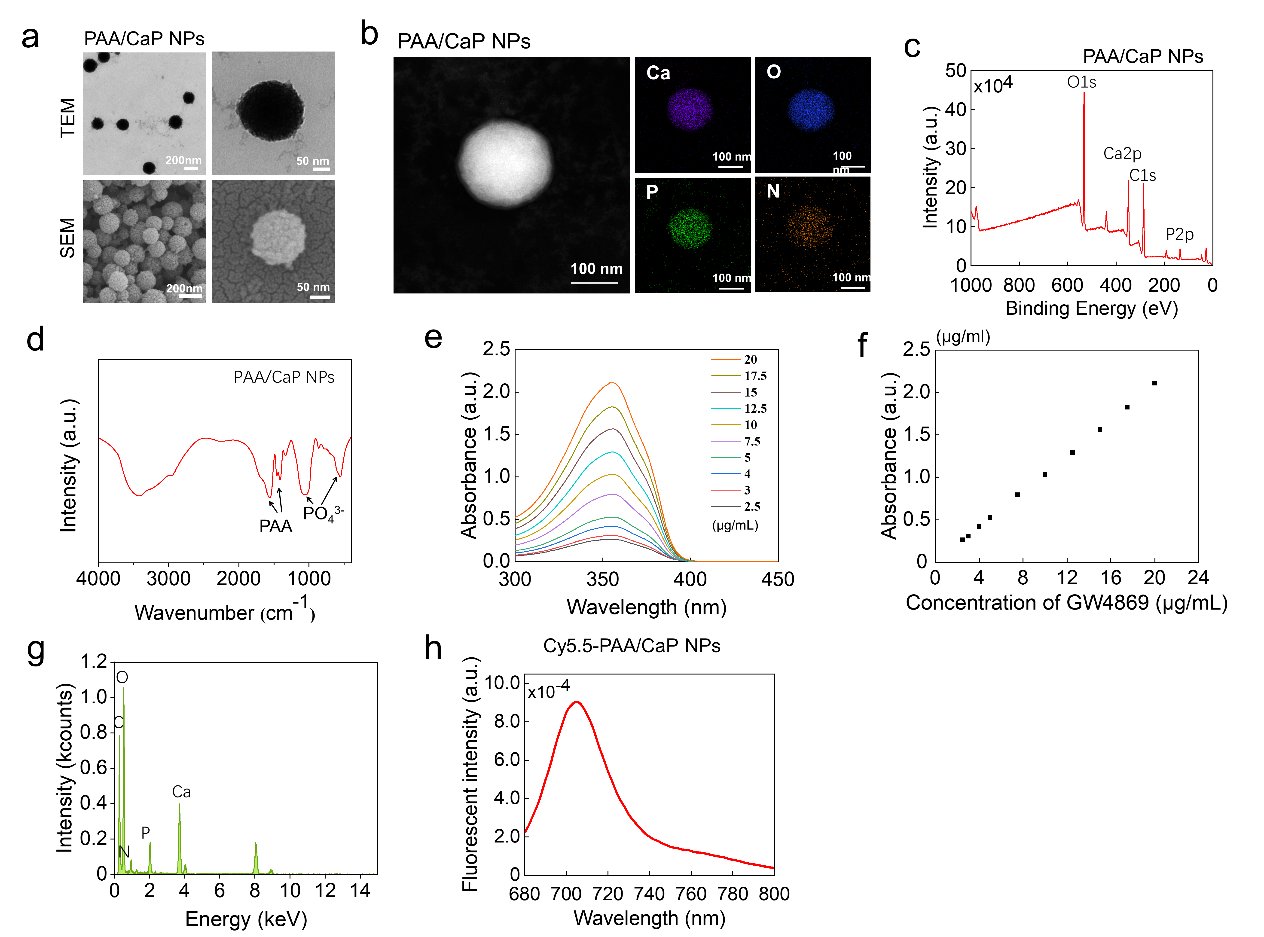

**Supplementary Figure S7.** a) TEM and SEM images of PAA/CaP NPs; b) HRTEM image and the elemental mapping images of individual PAA/CaP NPs; c) XPS spectrum of PAA/CaP NPs; d) FTIR spectra of PAA/CaP NPs; e) The UV-vis absorption spectra of GW4869 at a series of concentrations; f) Standard curve of GW4869 using UV spectrometry at 350 nm. Y=0.1048X-0.0018, R^2^=0.9998 (Y: UV value, X: concentration (μg/ml); g) EDX spectrum of PAA/CaP NPs; h) The fluorescence intensity of PAA/CaP NPs-cy5.5.

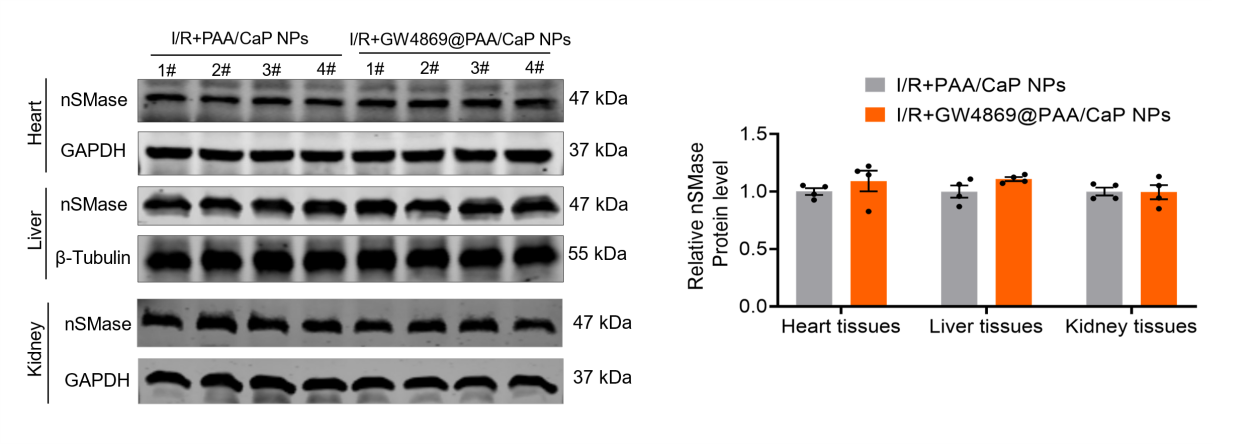

**Supplementary Figure S8.** Western blot detected the protein expression level of nSMase in heart, liver, and kidney tissues (N=4/group).

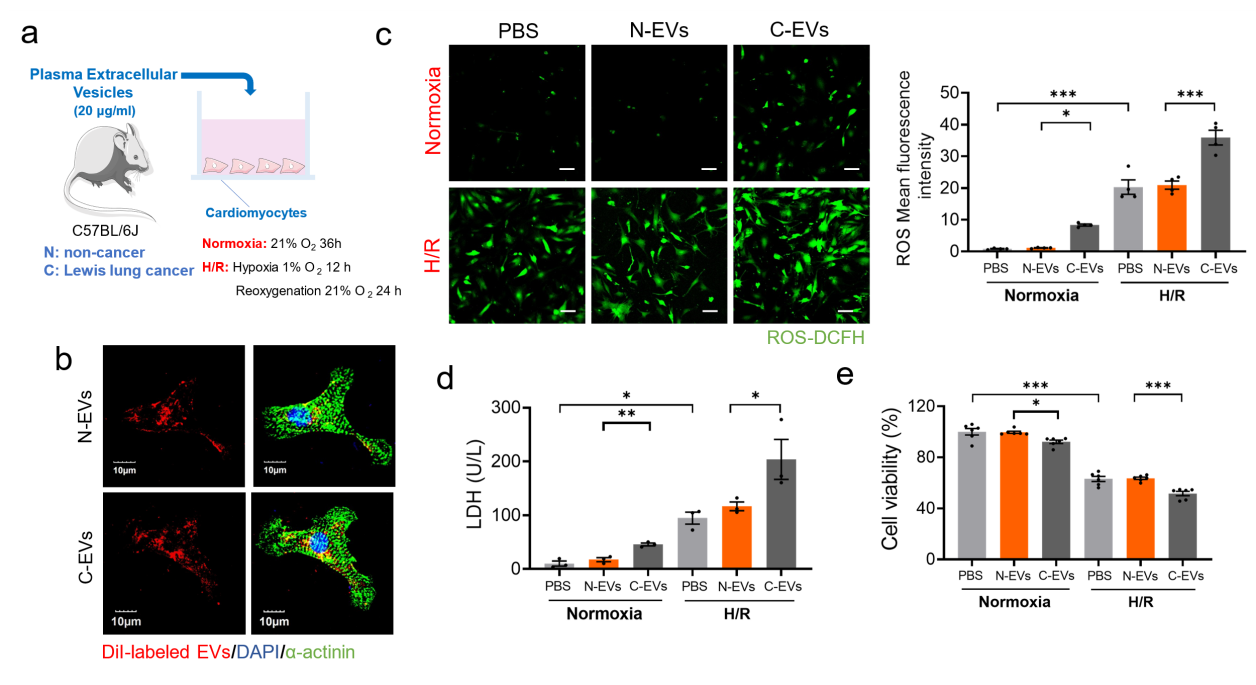

**Supplementary Figure S9.** a) The schematic presentation of cardiomyocytes cultured with plasma extracellular vesicles (20 μg/mL) from C57BL/6J mice; b) Representative images of immunofluorescence co-staining showing the uptake of N-EVs and C-EVs by cardiomyocytes after co-culturing with Dil-labelled extracellular vesicles for 12 h (Bar: 10 μm). Extracellular vesicles were labelled with Dil (red), nuclei were labelled with DAPI (blue), and cardiomyocytes were labelled with α-actinin (green); c) Representative images and quantitative results of lipid-ROS using ROS fluorescence staining (N=4/group, Bar: 40 μm); d) The Cardiomyocyte culture medium LDH was measured by ELISA assay (N=3/group); e) Cardiomyocyte viability was detected by CCK-8 assay (N=6/group).

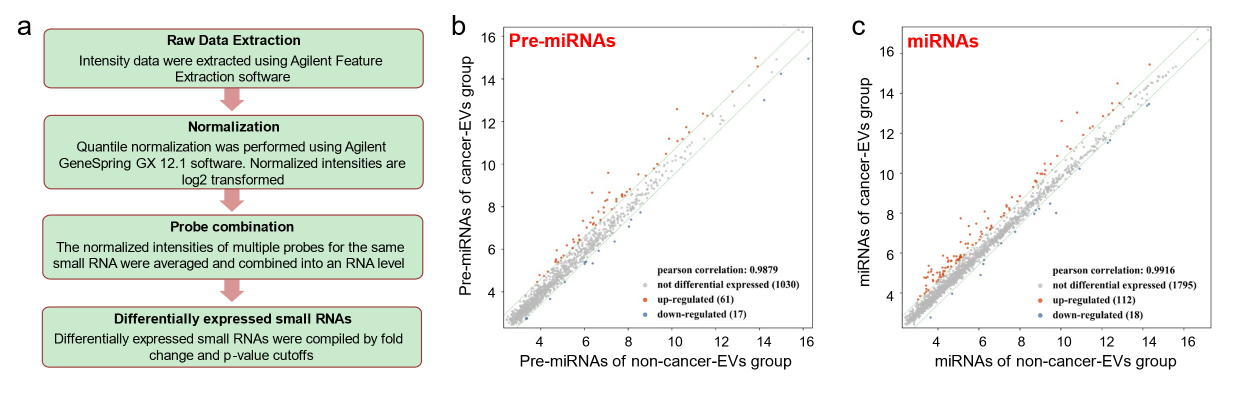

**Supplementary Figure S10.** a) Analysis flowchart for the Small RNA microarray data; b) The volcano plot below was generated based on all expressed pre-miRNAs, the red-blue gradient color points represent significantly up-regulated and down-regulated pre-miRNAs between non-cancer-EVs and cancer-EVs group; c) The volcano plot below was generated based on all expressed miRNAs, the red-blue gradient color points represent significantly up-regulated and down-regulated miRNAs between non-cancer-EVs and cancer-EVs group.

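The mean log2 signals of cancer-EVs and non-cancer-EVs correlated across probes with Pearson r = 0.991 for the MIRNA probes, 0.989 for the PST probes and 0.980 for the TRF probes. Probes are not independent replicates, so no p-value is given. With each array left out in turn, r for the MIRNA probes was between 0.987 and 0.995. By fold change alone, without a p-value, 745 MIRNA probes were higher and 215 lower in cancer-EVs past 1.4-fold, 575 were higher and 99 lower past 1.5-fold, and 162 were higher and 11 lower past 2-fold. With each array left out in turn, the counts past 1.4-fold ranged from 399 higher and 133 lower, both without non-cancer-EVs 1, to 945 higher and 502 lower, both without cancer-EVs 3. Among the 3118 MIRNA probes with the dimmest mean signal, 118 were higher and 23 lower past both the p and the 1.4-fold cutoffs of the methods, among the 3117 of middle signal 111 were higher and 15 lower, and among the 3117 brightest 75 were higher and 98 lower.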

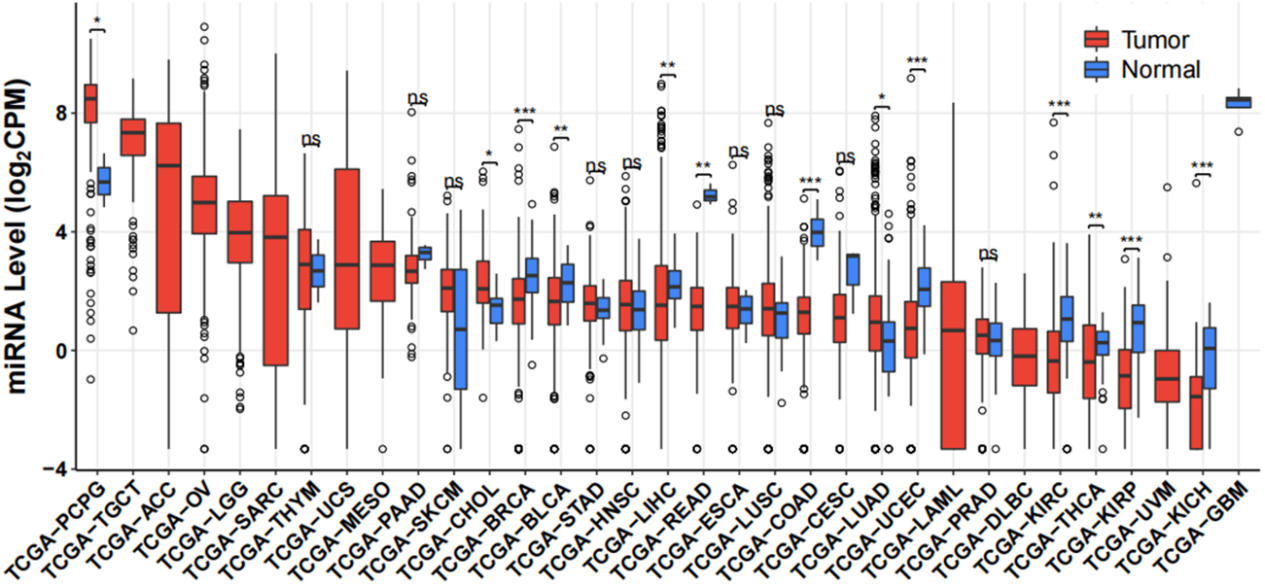

**Supplementary Figure S11.** The expression of miR-485-3p in tumor and normal samples from the Cancer Genome Atlas (TCGA) miRNome database.

#
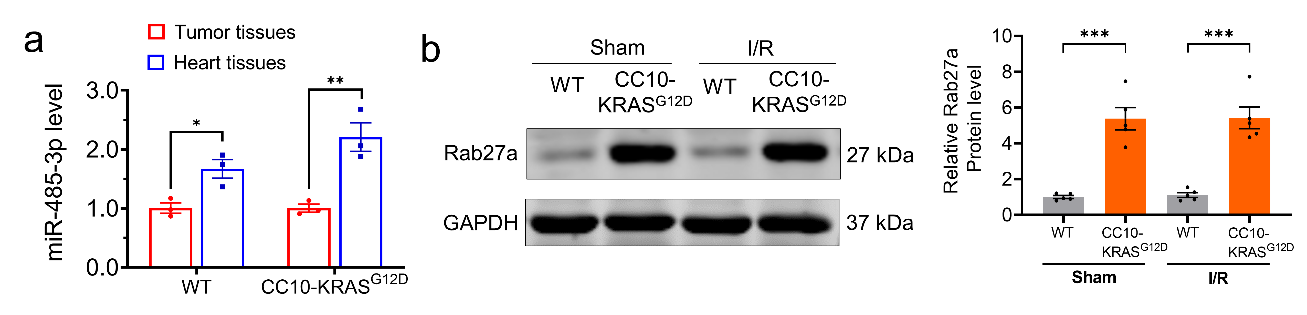

**Supplementary Figure S12.** a) The expression of miR-485-3p with tumor and heart tissues from WT and CC10-KRAS^G12D^ mice (N=3/group); b) The protein expression levels of Rab27a were determined by western blot in lung and tumor tissues (N=5/group).

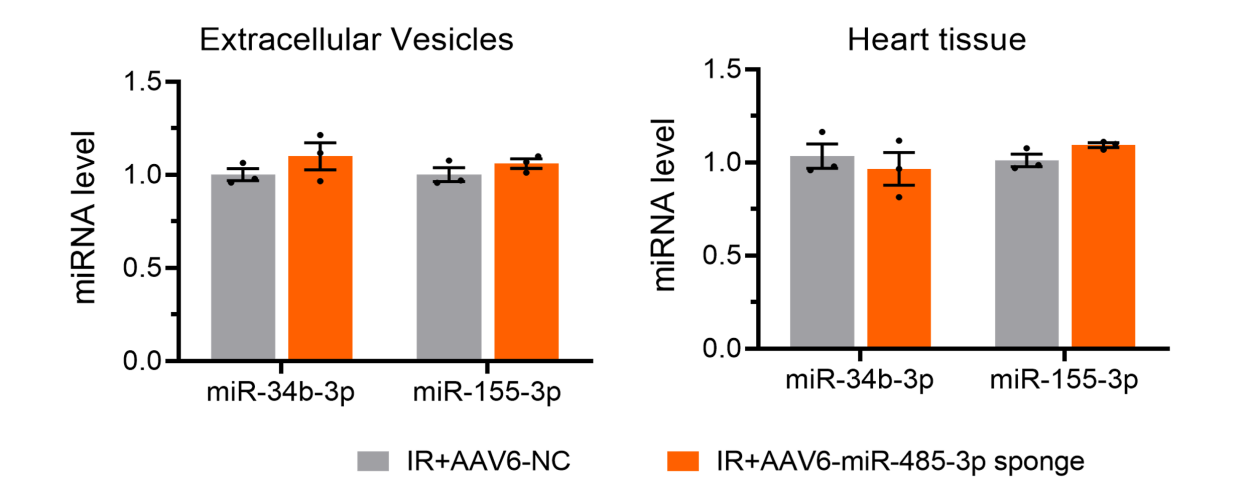
.

**Supplementary Figure S13.** qRT-PCR analysis on the expression levels of miR-34b-3p and miR-155-3p in plasma extracellular vesicles and heart tissues from CC10-KRAS^G12D^ mice treated with AAV6-miR-485-3p sponge/NC (N=3/group).

#
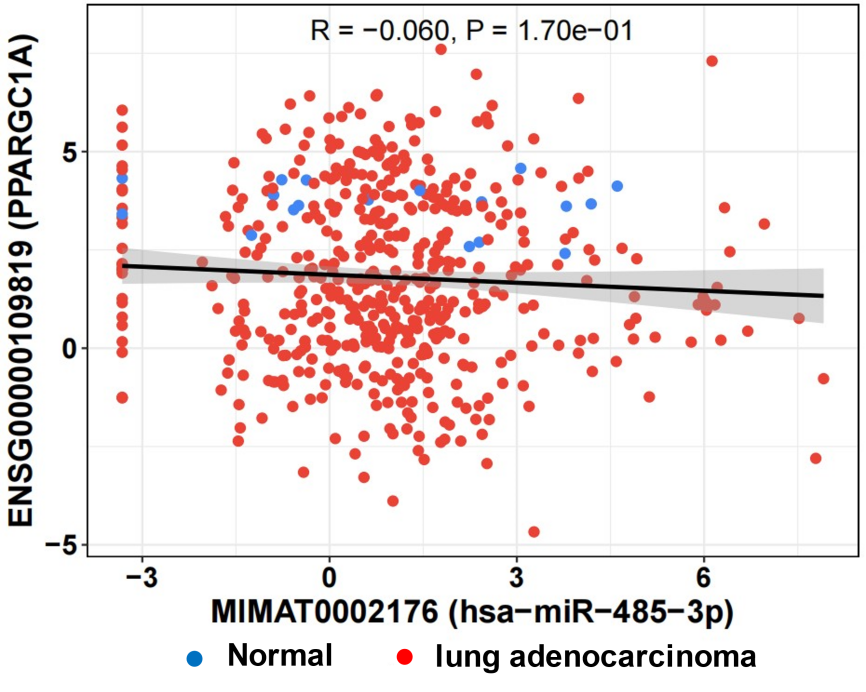

**Supplementary Figure S14.** The correlation of miR-485-3p and PPARGC1A/PGC-1α in lung adenocarcinoma and normal samples from the Cancer Genome Atlas (TCGA) miRNome database.

**Supplementary Table S1. PICO criteria for the systematic review and meta-analysis**

| **PICO elements** |  | **Search terms** | **Search strategies** |
| --- | --- | --- | --- |
| **P**atient or **P**opulation | Patients undergoing PCI | Cancer | Cancer |
| **I**ntervention | Patients with cancer | PCI | Percutaneous coronary intervention OR PCI |
| **C**omparison | Patients without cancer | - | - |
| **O**utcome | Mortality | - | - |

PCI, percutaneous coronary intervention.

**Supplementary Table S2. Baseline clinical characteristics of the patients in the studies included in the meta-analysis**

| **Study** | **Source** | **Design** | **N. of pts** | **Follow-up (years)** | **Age** | **Male (%)** | **HTN (%)** | **DM (%)** | **Dys-lipidemia (%)** | **Smoking (%)** | **Prior MI (%)** | **ACS (%)** | **DES (%)** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Velders et al  2013 | Dutch registry | Prospective | 3,423 | 1 | 63.2 | 75 | 35.8 | 11.3 | 23 | 45.8 | 10.8 | NA | 70.2 |
| Hess et al  2015 | DISSC at Duke University | Retrospective, registry | 15,008 | 7.6 | 62.2 | 66.3 | 65.4 | 27.6 | NA | 53 | 51.1 | 72.2 | 61.9 |
| Wang et al  2016 | Mayo Clinic Cath Lab PCI Registry database | Retrospective, registry | 2346 | 10 | 64.3 | 70.7 | 69.4 | 18.1 | NA | 67.9 | 14.7 | NA | 53.2 |
| Landes et al  2017 | Rabin insitution database | Retrospective | 12,779 | 6.4 | 76.9 | 72.2 | 87 | 45.7 | NA | 21.2 | NA | 57.5 | 47.4 |
| Iannaccone et al  2018 | BleeMACS registry | Retrospective, registry | 14,631 | 1 | 63.3 | 76.9 | 58.2 | 23.8 | 52.9 | NA | NA | 11.7 | 39.8 |
| Nakatsuma et al  2018 | CREDO-Kyoto registry Cohort-2 | Retrospective, registry | 12,180 | 5.3 | 68.3 | 72.2 | 82 | 38.2 | NA | 31.9 | 10.1 | 27.2 | 55.5 |
| Ueki et al  2019 | Bern University Hospital | Retrospective, registry | 2686 | 1 | 67.7 | 74 | 69.2 | 23 | NA | 26.9 | 17 | NA | NA |
| Wang et al  2023 | The 2nd Affiliated Hospital of Harbin Medical University | Retrospective | 303 | 1 | 65 | 64.7 | 50.3 | 37.9 | 37.9 | 30.1 | 5.9 | NA | NA |

ACS, acute coronary syndrome; DES, drug-eluting stent; DM, diabetes mellitus; HTN, hypertension; MI, myocardial infarction; NA, not available; pts, patients.

**Supplementary Table S3. Quality of the studies included in the meta-analysis**

| **Author** | **Selection** | | | | **Comparability of cohorts** | **Outcome** | | | **Total score** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | **Exposed cohort represent-tativeness** | **Non-exposed cohort selection** | **Exposure ascertain-ment** | **Absence of outcome at baseline** |  | **Outcome ascertain-ment** | **Length of follow-up** | **Follow-up adequacy** |  |
| Velders et al  2013 | * | * | * | * | ** | * | * | * | 9 |
| Hess et al  2015 | * | * | * | * | ** | * | * | * | 9 |
| Landes et al  2017 | * | * | * | * | * | * | * | * | 8 |
| Iannaccone et al  2018 | * |  | * | * | * | * | * | * | 7 |
| Nakatsuma et al  2018 | * | * | * | * | * | * | * | * | 8 |
| Wang et al  2016 | * | * | * | * | ** | * | * | * | 9 |
| Ueki et al  2019 | * | * | * | * | * | * | * | * | 8 |
| Wang et al  20 | * | * | * | * | ** | * | * | * | 9 |

The Newcastle-Ottawa scale uses a star system (0 to 9) to evaluate the selected studies in three domains: selection, comparability, and outcomes. Star (*) indicates that the item is present. For each item, the maximum score is 1 star (*) for selection and outcome components and 2 stars (**) for comparability components. Higher scores represent higher study quality.

**Supplementary Table S4. Primer sequences for qRT-PCR**

| **Primers** | **Primer sequences (5`-3`)** |
| --- | --- |
| mmu-GAPDH | F: ACCACAGTCCATGCCATCAC  R: TCCACCACCCTGTTGCTGTA |
| U6 | F: GCTTCGGCAGCACATATACTAAAAT  R: CGCTTCACGAATTTGCGTGTCAT |
| mmu-miR-485-3p | RT: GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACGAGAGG  F: AGTCATACACGGCTCTCCTCTC  R: ATCCAGTGCAGGGTCCGAGG |
| mmu-miR-155-3p | RT: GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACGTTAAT  F: CCCCTCCTACCTGTTAGCATTAAC  R: ATCCAGTGCAGGGTCCGAGG |
| mmu-Ndufa1 | F: CCGGAAGAGAGGTAAAGCCG  R: ACATCTCCGCACCGTTACTC |
| mmu-Ndufa3 | F: GGCCACACCCTACAACTACC  R: CAGGCATGTTCCCGTCATCT |
| mmu-Ndufa5 | F: CCACACGAGAGGCTCACAAT  R: TAACATCTGGCTCCGCCTTG |
| mmu-Ndufa11 | F: CCTGTTCAAGATCGGCAAGC  R: CCATCTCATGCAGCAAGCCT |
| mmu-Ndufb8 | F: GGAATCGTGTGGACACGTCA  R: GTACTGCTTCGGACCCACAG |
| mmu-Ndufb10 | F: CAGCATGCCAAGAACCGAAC  R: TGTGATGTCTGGCACTCGAC |
| mmu-Ndufb11 | F: CCAGAACCCGAGGACGAAAA  R: ATTCCAGACGTCCACCACAG |
| mmu-Ndufs1 | F: AAGCCATCGCTCGTCTCATT  R: TCTCCCTTCACAAATCGGGC |
| mmu-Ndufs2 | F: TGCACCAGATGCTGACCAAC  R: CCACCTGGTCGTAAACGTCA |
| mmu-Ndufs4 | F: ACAGTTCCCTGCACAGACAG  R: AGCTGATTCCAGGCACTCAC |
| mmu-Ndufv1 | F: AAGCCATCGCTCGTCTCATT  R: TCTCCCTTCACAAATCGGGC |

How the deposited data were processed for this re-analysis (not part of the article)

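Small RNA of plasma EVs was measured on 6 arrays, 3 of non-cancer mice and 3 of mice bearing LLC tumors. Groups and replicate numbers were taken from the sample labels and the paper. The organism label and the paper give mice, whereas the deposited treatment text speaks of blood of volunteers. The groups were mapped by the disease label, on which the paper and the labels do not conflict.

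The authors deposited the Feature Extraction 11.0.1.1 output of each array, from which the background-subtracted, spatially detrended intensity of each spot was used. It is on a linear scale and is not normalized between arrays. The authors also deposited a table of log2 values per probe, made with GeneSpring GX 12.1 after quantile normalization, and this table was used as an alternative. It holds 14192 probes, each matched by its identifier, and its log2 values differed from those computed here by a median absolute difference of 0.04. In 517 probes the difference exceeded 0.5 on at least 1 array.

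Control spots and spots with an outlier mark were left out. The remaining intensities were quantile normalized between the 6 arrays, as the paper's methods state, set to at least 1 and converted to log2, and spots of one probe were averaged. A probe was tested when it was well above background on at least 3 of the 6 arrays; an mRNA probe counted as well above background on an array when at least 50% of its spots were. One model was fitted over all probes kept, cancer-EVs minus non-cancer-EVs, with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided), without covariates. The cutoffs were those of the methods, a p below 0.05 and a fold change above 1.4. The paper's text names no adjustment of this p, which was taken here as unadjusted. The Benjamini-Hochberg adjustment was made within each series of identifiers. The paper's general statistics name a 2-tailed Student's test for 2 groups, which was run as the methods' t-test.

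The plan, set before the data were examined, was to average the probes of each small RNA and to report miRNAs and pre-miRNAs separately, with miR-485-3p, its precursor and other arm, the 5 other array candidates of the text, the difference between 3p and 5p miRNAs, the miRNA cluster on chromosome 12 and lists of blood cell miRNAs. The files do not pair small RNA probe identifiers with RNA names, so these results are not analysed here, and results are given per probe and per series of identifiers. The named MIRNA probes are those with the largest rise and the largest fall past both cutoffs, well above background on all 6 arrays and without overlap between the groups. The planned rule took 3 in each direction, and also 1 of each other series; 2 in each direction are printed here because the identifiers carry no names. Accessions of the mRNA probes were matched to the RefSeq gene table of assembly GRCm38.p6 without versions, and 46 of the 50 matched.

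The fit was tested on simulated data before use. Values for 9348 MIRNA probes were drawn from their means and limma's moderated spread, and 200 probes were changed. Of these, 98.5% were called in the right direction at the cutoffs when the change was 2-fold and 47.5% when it was 1.4-fold. At an adjusted p below 0.05, 65% of the 2-fold changes were called. With no probe changed, 20 further simulations called between 215 and 279 MIRNA probes at the cutoffs. The simulated probes were independent of each other.

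Alternatives covered the normalization, the background correction, the filter on dim probes, the source of the values, the test, the adjustment, a replicate block, the fold change cutoff and leaving out each array. Cyclic loess normalization, normexp on spot medians, the row of the slide as a block and array brightness as a covariate were added after seeing the data. Signal over background sets which probes can be compared, and 3 arrays per group limit every test: an exact permutation of 3 against 3 cannot give a p below 0.1.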

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

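The tests of array brightness in this part were chosen after the counts were seen. The other splits of the arrays were planned.

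The array carries small RNA probes of 2 further identifier series on which the paper gives no result by that name, and some were higher in cancer-EVs than in the non-cancer controls. In the PST series 69 probes were higher in cancer-EVs at an unadjusted p below 0.05 and a fold change above 1.4, and in the TRF series 44 were. The files do not say which kinds of RNA these letters stand for, nor whether pre-miRNAs are among them. limma called 0 probes of either series at an adjusted p below 0.05, with 227 PST and 105 TRF probes at an unadjusted p below 0.05, and the methods' t-test also called 0 after adjustment. The 0 did not hold under every setting. Without cancer-EVs 1, limma called 17 TRF probes at an adjusted p below 0.05 within the series. With the replicate number as a block it called 1 PST probe. With the adjustment over all series together, the 17 became 0 and the 1 PST probe remained. At the same cutoffs 59 PST and 40 TRF probes were lower.

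Among the 10 ways to split the 6 arrays into 3 and 3, 2 gave as many PST probes past the cutoffs as the real split, which gave 128, and 2 gave as many TRF probes as the real one, which gave 84, the real split included in each case. Chance cannot be excluded, and 10 splits could not have excluded it. For PST, the larger count, 217, came from the split of the 3 brightest arrays from the 3 dimmest. That split gave 63 TRF probes, fewer than the real one, and the larger TRF count, 116, came from the split of non-cancer-EVs 1 and 3 and cancer-EVs 3 from the other arrays. In 20 simulations with no probe changed and no covariate, between 54 and 77 PST and between 26 and 53 TRF probes were called, fewer than the 128 and the 84, but the simulated probes were independent of each other. With array brightness as a covariate, 94 PST and 66 TRF probes were past the cutoffs, of which 89 and 62 were among the 128 and the 84. In the simulations, the fit with the covariate called between 61 and 83 PST and between 32 and 61 TRF probes. Since unchanged probes alone give many such calls, the covariate does not decide, and array brightness stays open as a cause. Single arrays moved both counts: without cancer-EVs 2 the PST count was 61, without cancer-EVs 1 it was 255, and without non-cancer-EVs 1 the TRF count was 42 and without cancer-EVs 3 it was 174. A difference in the RNA of cancer-EVs stays open, and the RNA kinds behind the probes were not analysed here.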

How the results depend on the processing

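Cyclic loess, normexp on spot medians, the slide row and array brightness were chosen after seeing the data; the other settings were planned. For each identifier series, results covered the higher and lower probes at the cutoffs, the probes at an adjusted p below 0.05 and the correlation of group means, and for the MIRNA probes also the counts by fold change alone.

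Under the 75th percentile normalization, no filter, the filter on all 6 arrays, the series table's values, an intensity trend in limma and the array brightness covariate, every one of these counts stayed within 1.5 times its value in the text. Of the 440 MIRNA probes called, 376 were also called under the 75th percentile and 412 with the series table's values. No adjusted call was made under these settings or with the adjustment made over all series together. The group mean correlations moved by less than their range over the sets of 5 arrays under every normalization, filter and source of values run.

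The methods' t-test called fewer probes: 106 MIRNA probes higher and 86 lower, 15 PST higher and 32 lower, and 11 TRF higher and 20 lower, so that more PST and TRF probes were lower than higher. Its construction, with a spread from each probe's own 6 values, differs from limma's shared one. Among the MIRNA calls of limma, 192 were also calls of the t-test.

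Normexp with an offset of 50 on spot medians left 68 MIRNA probes higher and 84 lower, 23 PST higher and 8 lower, and 12 TRF higher and 17 lower, and by fold change alone 267 MIRNA probes higher and 117 lower. It gave 1 MIRNA probe an adjusted p below 0.05. The share of MIRNA calls that were higher was 44.7%, against 69.1% after quantile normalization without it. Cyclic loess left 73 MIRNA and 24 PST probes lower, and 108 MIRNA probes lower by fold change alone; 80.8% of its MIRNA calls and 75% of its PST calls were higher, against 53.9% of PST calls after quantile normalization. Under normexp 74.2% of the PST calls and 41.4% of the TRF calls were higher, the latter against 52.4%. The cause of these shifts was not settled.

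Past 2-fold in place of 1.4-fold, 162 MIRNA probes were higher and 11 lower by fold change alone, and past 1.5-fold 99 were lower, as a stricter cutoff must give fewer.

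The arrays share replicate numbers 1, 2 and 3, but the deviations of same-numbered arrays from their group means correlated across probes with r = 0.09, 0.25 and -0.22, so the numbers did not pair the samples. With the replicate block, 519 MIRNA, 128 PST and 70 TRF probes were higher at the cutoffs, and 6 MIRNA probes, 1 PST probe and 1 mRNA probe had an adjusted p below 0.05; the cause was not tested.

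With the row of the slide as a block, 797 MIRNA probes were higher and 884 lower, 262 PST higher and 92 lower, and 144 TRF higher and 137 lower, with 9 TRF probes at an adjusted p below 0.05. By fold change alone 1212 MIRNA probes were higher and 1460 lower. Row 2 held only non-cancer-EVs 2 and 3, so by construction this fit sets the cancer-EVs against non-cancer-EVs 1 alone. It moved the median log2 fold change of the MIRNA probes from -0.07 to -0.19. ASMM10SMR20MIRNA100009058TV1 and ASMM10SMR20MIRNA100009056TV1 fell short of the p cutoff in this fit, and the 4 named MIRNA probes kept their direction and stayed past the cutoffs under all other settings run. These probes were picked on the same arrays for large changes without overlap, so their kept direction says little.

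Over the sets of 5 arrays, MIRNA probes at the cutoffs ranged from 181 to 536 higher and from 87 to 314 lower. PST probes ranged from 22 to 104 higher and from 31 to 155 lower, and TRF probes from 17 to 117 higher and from 25 to 62 lower. By fold change alone, MIRNA probes ranged from 399 to 945 higher and from 133 to 502 lower. Adjusted calls were 0 for MIRNA and PST in every set, and for TRF from 0 to 17, the 17 without cancer-EVs 1. With the adjustment over all series together, the 17 became 0. Group mean correlations ranged from 0.987 to 0.995 for MIRNA, from 0.985 to 0.993 for PST and from 0.972 to 0.987 for TRF. The MIRNA total of 440 became 282 without non-cancer-EVs 1 and 293 without cancer-EVs 2, while it rose to 705 without non-cancer-EVs 2, 699 without cancer-EVs 1 and 766 without cancer-EVs 3. Of the 440, 224 were also called without non-cancer-EVs 1.

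Not run were the median of the probes of one small RNA, since probes are not paired with RNAs, normexp on spot means, which are not used here, the 75th percentile over detected probes, which was set for arrays with under 50% of spots detected, and the slide or scan as a block, since 1 scan holds all 6 arrays. Dim probes limit what can be read: the spots well above background made up between 89.7% and 98.3% of an array.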

Differences from the paper's values

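The share of miRNAs called differentially expressed in the paper is about 2.0%, from the number in its text over the total of the counts printed in Fig. S10c, read by eye. Among the MIRNA probes tested here, 4.70% passed the same cutoffs with limma. The paper's share is of small RNAs and the value here is of probes, which the files do not pair with small RNAs. Of the alternatives set before the data were examined, the methods' t-test gave 2.05%, within 1.5 times of the paper's share. The 75th percentile normalization, no filter, the filter on all 6 arrays, the series table's values, the intensity trend, the replicate block and each of the 6 sets of 5 arrays did not come within 1.5 times of it. Among the settings chosen after seeing the values, normexp on spot medians gave 1.63%, also within 1.5 times. Its offset shrinks the fold changes of dim probes by construction, so this closeness says little about the paper's share. Cyclic loess gave 4.07% and the array brightness covariate 4.15%, and neither came within 1.5 times. The row of the slide as a block did not either.

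In Fig. 5c slightly more miRNAs are lowered than raised in cancer-EVs. Among the MIRNA probes past the cutoffs here, 304 were higher and 136 were lower with limma, and 106 were higher and 86 lower with the methods' t-test. Normexp on spot medians, chosen after seeing the values, gave 68 higher and 84 lower. Cyclic loess and the array brightness covariate, also chosen then, gave 308 higher and 73 lower, and 270 higher and 118 lower. The share that was higher was 69.1% of probes here and about 47% of miRNAs in Fig. 5c, read by eye. The shares lie within 1.5 times of each other but on opposite sides of an even split, so the directions differ. Some alternatives set before the data were examined were not within 1.5 times: the 75th percentile (70.5%), the replicate block (78.2%) and leaving out non-cancer-EVs 2 (76.0%). The others of these were. The paper's figures are not alike on this point: Fig. S10c marks more miRNAs raised than lowered, the direction found here, and the number of upregulated miRNAs printed in Fig. 5a is not that of the raised rows in Fig. 5c.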

Other observations

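In this part, the count of splits for the MIRNA probes was planned, and the tests of array brightness, dim probes, place on the array and signal level were chosen after the results were seen.

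The comparison of cancer-EVs with non-cancer-EVs did not call the most MIRNA probes of the 10 splits of the 6 arrays into 3 and 3. The real split called 440 at the cutoffs, and the split of non-cancer-EVs 1 and 3 and cancer-EVs 3 from the other arrays called 528, so that 2 of 10 splits, the real one included, gave as many. The split of the 3 brightest arrays, by median signal, from the 3 dimmest called 433. The other splits called between 49 and 364. No split gave a MIRNA probe an adjusted p below 0.05. Chance cannot be excluded, and 10 splits could not have excluded it. With array brightness as a covariate, 388 MIRNA probes were past the cutoffs, of which 356 were among the 440. In 20 simulations with no probe changed, the same fit called between 248 and 313, and the fit without the covariate between 215 and 279, for probes that vary independently. Since unchanged probes alone give a large part of the count, array brightness stays open, as does a difference between the EVs of tumor-bearing and other mice.

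The count at an unadjusted p below 0.05 differed between the tests. With limma 6.58% of MIRNA probes reached it and with the methods' t-test 5.26%, against the 5% that unchanged probes give. In simulations in which 200 MIRNA probes changed 2-fold at limma's moderated spread, limma called 65% of them at an adjusted p below 0.05. The simulated probes varied independently. In the data, the SD between arrays of a group had a median of 0.22 over the MIRNA probes. For the named probes it was wider, from 0.61 to 1.09. The largest named rise, a log2 fold change of 2.80, had a limma adjusted p of 0.295. The simulation therefore cannot show that 2-fold changes were within reach for probes of such spread. The lack of adjusted calls does not exclude changes of that size.

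The first principal component over the probes tested held 50.4% of the variance. The 3 non-cancer-EVs (-50.0, -0.77 and -3.99 for 1, 2 and 3) lay below the 3 cancer-EVs (14.0, 37.4 and 3.32), a separation that chance gives in 1 of 10 splits. Non-cancer-EVs 1 and cancer-EVs 2 held its ends, while non-cancer-EVs 2 and cancer-EVs 3 lay close together. Without non-cancer-EVs 1 the MIRNA count was 282, without cancer-EVs 2 it was 293, and without any one of the other arrays it rose to 575 or more. No explanation was tested for these 2 arrays.

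A hypothesis tested was that the excess of higher over lower MIRNA probes may come from dim probes. Among the 3118 dimmest MIRNA probes 118 were higher and 23 lower at the cutoffs, and among the 3117 of middle signal 111 were higher and 15 lower. Among the 3117 brightest 75 were higher and 98 lower. When normexp with an offset of 50 damped dim probes, 44.7% of the MIRNA calls were higher in place of 69.1%. Other values under the same setting went against this reading. By fold change alone 69.5% of the MIRNA probes past 1.4-fold were still higher, against 77.6% without it, and the share of PST calls that were higher rose from 53.9% to 74.2%. The offset also shrinks the fold changes of dim probes by construction, so the test does not decide, and a true rise of dim RNAs in cancer-EVs stays open too.

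Fold changes of MIRNA probes with consecutive identifiers moved together. Across pairs of probes whose identifiers differ by 1, the log2 fold changes correlated with r = 0.62 and the mean signals with r = 0.74. At distances of 2, 3 and 4 the fold changes correlated with r = 0.46, 0.26 and 0.08, and at 5 with r = -0.09. Probes are not independent replicates. Place on the array is argued against, since neighbouring spots with identifiers more than 10 apart had r = 0.011 over 5491 pairs, while consecutive identifiers more than 20 spots apart had r = 0.63. A shared signal level is argued against too, since r was 0.62 after the trend of fold change with level was removed. A candidate explanation is that consecutive identifiers target the same small RNA in sets of about 5. The files do not pair identifiers with RNAs, so this was not tested, and under it the 440 probes would stand for fewer small RNAs. The 2 largest rises and the 2 largest falls named among the MIRNA probes have nearby identifiers.

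The 50 mRNA probes, on which the paper does not report, show the spread of spots and of arrays side by side. For the 41 well above background on all 6 arrays, the median SD of the 10 spots of a probe within an array was 0.05 on the log2 scale, and the median SD of the probe's mean between arrays of a group was 0.29. In 40 of the 41 the spread between arrays was the larger. The MIRNA probes, on 1 spot each, had a median SD of 0.22 between arrays of a group. Of 47 mRNA probes tested, 3 were higher and 1 was lower at the cutoffs, with 5 at an unadjusted p below 0.05, and limma and the methods' t-test gave 0 an adjusted p below 0.05; the smallest in limma was 0.158. These counts moved with the setting. Without cancer-EVs 3, 11 were higher and 13 had an unadjusted p below 0.05, and with the row of the slide as a block 17 were higher and 12 had an adjusted p below 0.05.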
